# Toward More Translational Tumor Models: Breast dECM-Based 3D Systems Capture Native Microenvironmental Cues

**DOI:** 10.3390/bioengineering13060712

**Published:** 2026-06-21

**Authors:** Katherine L. Hebert, Jonathan J. Savoie, Mackenzie L. Hawes, Britney Nguyen, Madison Lee, Marcus A. Moody, Sophie R. Dietrich, Thomas Cheng, Van H. Barnes, Bridgette M. Collins-Burow, Alison A. Smith, Frank H. Lau, W. Todd Monroe, Matthew E. Burow, Elizabeth C. Martin, Jorge A. Belgodere

**Keywords:** decellularized tumor, extracellular matrix, triple-negative breast cancer, 3D tumor model, breast adipose, new approach methods

## Abstract

Current 3D tumor models for aggressive breast cancers inadequately recapitulate the native tumor microenvironment (TME), leading to poor translational potential. There is a critical need for models capable of mimicking the unique biochemical signals present in the TME. To address this gap, breast tissue and a patient-derived xenograft tumor were decellularized and processed to produce breast tissue- and tumor-specific decellularized extracellular matrices (dECM). Histology confirmed complete cellular removal while maintaining the ECM. Further, DNA content was significantly reduced while ECM composition (POSTN, COLI, FN1) was retained. Breast dECM was incorporated (0, 5, 10, 20, and 50 µg/mL) with triple-negative breast cancer cell lines to generate spheroids. Imaging and histology demonstrated that cells in low dECM (5 and 10 µg/mL) formed compact singular spheres, while higher dECM concentrations (20 and 50 µg/mL) resulted in cells concentrated on the outer edge of the sphere and irregular sphere circularity. RNA-sequencing of MDA-MB-231 dECM spheres demonstrated that gene changes were mediated by both the inclusion of dECM and its composition. High-density tumor dECM upregulated genes associated with metastasis, while high-density breast dECM enhanced tumor suppressors and anti-metastasis genes. These findings indicate that dECM provides physiological cues in 3D tumor models by incorporating TME.

## 1. Introduction

Breast cancer is a highly heterogeneous disease reflecting both intrinsic and extrinsic heterogeneity [1,2]. This diversity in breast tumors arises from genetic mutations, epigenetic alterations, and dynamic interactions within the tumor microenvironment (TME) [1,3]. Consequently, these changes have led to variations in proliferative capacity, metastatic potential, and therapeutic responsiveness sensitivity [4,5,6]. Tumor heterogeneity and inter-patient variations often limit the success of predicting prognosis and therapeutic interventions, which pose a significant challenge in cancer modeling [7]. Understanding and addressing tumor heterogeneity is critical to developing personalized therapies and improving clinical outcomes in breast cancer patients [7]. Despite advances in tumor modeling, accurately recapitulating breast cancer complexity in vitro remains a major barrier for modeling disease progression and therapeutic response [8,9]. This is especially critical for triple-negative breast cancer (TNBC), where roughly 20% of patients demonstrate therapy resistance, and prior works have highlighted a lack of in vitro models to mimic the TNBC tissue environment [10].

Three-dimensional (3D) tumor models have emerged as valuable tools to recapitulate the complexities of tumor heterogeneity, offering an advantage over 2D cell culture systems [11]. Breast cancer cells grown using 3D platforms more closely mimic the complexities of in vivo tumors compared to 2D, including tumor morphology and topography [12], upregulation of pro-angiogenic proteins [12], inclusion of biochemical signals, cell–cell and cell–matrix interactions [13], nutrient gradients [14], and the incorporation of extracellular matrix (ECM)-related components [15]. By providing a more accurate representation of the TME, a better assessment of cancer progression offers new insights into target identification and evaluation of new therapeutic options [16], in a more physiologically relevant context [17].

Approaches for 3D modeling in cancer research can be categorized into scaffold-based and scaffold-free methods. Scaffold-free 3D modeling entails cultured cells assembled into 3D structures without external scaffold material [18]. Traditional spheroids, for example, comprise cells that self-assemble and interact with neighboring cells to form 3D-like structures. This type of 3D modeling is beneficial as they allow for more accurate cell–cell interactions, spatial organization, and physiological responses, making them valuable tool for various types of cancer studies [19]. However, the main disadvantage of scaffold-free spheroids is the lack of mechanical support, shape control, and reproducibility compared to scaffold-based 3D modeling [20]. ECM-based modeling can provide a unique advantage to non-scaffold spheroids through an enhanced 3D support structure, presenting a platform for cells to attach, proliferate, and interact with their surroundings [21]. ECM-derived 3D structures allow for more accurate evaluations of tissue-specific processes in cancer progression, including the microenvironmental influence on cellular mechano-transduction, cell morphology, proliferation, and gene expression [16].

In tissue engineering applications, decellularized tissue can be utilized to generate platforms for organ and tissue modeling to overcome current in vitro limitations [22,23]. Tissue decellularization is a processing technique to remove cellular components from tissues or organs while preserving the complex architecture, composition, and biological activity of the ECM [24]. The ECM serves as a biological scaffold, or a 3D framework, that retains native tissue proteins, including structural proteins such as collagens, elastin, fibronectin, laminin, and other matricellular proteins [25]. Protein retention maintains mechanical integrity and the biochemical signals essential for cellular attachment, proliferation, and differentiation [24,26]. For example, using decellularized tissue to generate platforms for 3D breast cancer modeling can play a pivotal role in understanding cancer biology and enabling the development of effective therapeutics [27]. Decellularized scaffolds offer a unique advantage by providing a biologically relevant microenvironment that synthetic materials often fail to replicate [28].

Despite a concerted effort to shift away from traditional 2D modeling approaches, for pre-clinical studies in breast cancer, current 3D models lack the incorporation of native ECM and associated cell–ECM-driven biological changes. This study aims to evaluate the impact of breast adipose decellularized ECM (dECM) and tumor dECM on the development and transcriptome of 3D tumor spheroids with the following objectives: (1) to optimize decellularization of native breast adipose tissue to confirm complete removal of cellular and lipid components and retention of ECM proteins (COL1A1, FN, and POSTN); (2) to determine the impact dECM plays in TNBC spheroid formation and organization; and (3) a to provide proof-of-concept evaluation that dECM can alter the transcriptome of TNBC spheroids.

## 2. Materials and Methods

### 2.1. Cell Culture

TU-BcX-4IC, a metaplastic TNBC cell line, was previously established in our lab [29], and MDA-MB-231, a non-metaplastic TNBC cell lines, (ATCC, Manassas, VA, USA) were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco, Waltham, MA, USA) supplemented with 10% HyClone Cosmic Calf Serum (Cytiva, Wilmington, DE, USA), 1% minimal essential amino acids (Gibco, Waltham, MA, USA), 1% non-essential amino acids (Gibco, Waltham, MA, USA), 1% antibiotic/anti-mycotic (Gibco, Waltham, MA, USA), and insulin (Gibco, Waltham, MA, USA) under mycoplasma-free conditions at 37 °C and 5%* v*/*v* CO_2_.

### 2.2. Breast Adipose Tissue

Human breast tissue was collected from normally discarded breast specimens generated during elective surgical procedures. Donor tissue came from female patients with an average age of 34.7 ± 13.12 and body mass index of 30.5 ± 2.97 (Table S1).

### 2.3. TNBC Patient-Derived Xenograft (PDX) Generation

The TU-BcX-4IC primary TNBC metaplastic tumor was originally collected from a mastectomy biospecimen and described in our previously published works [29]. TU-BcX-4IC PDX propagation was performed as previously described [29] in SCID/Beige mice between 8 and 12 weeks of age at implantation. In brief, TU-BcX-4IC PDX samples were approximately 3 × 3 mm^3^ upon implantation into mice. Surgical conditions are outlined in [30]. Once the tumor became palpable, measurements were recorded once weekly with calipers. Tumors were allowed to grow to a maximum size of 20 mm (or 2 cm^3^) or until mice demonstrated signs of morbidity and were euthanized before the maximum allotted size was reached. Tumors were then processed to create tumor dECM. Research was conducted under Institutional Animal Care and Use Committee protocol 1515 and approved by the Institutional Review Board at Tulane University.

### 2.4. Tissue Decellularization (dECM) and Homogenization

Breast adipose tissue and PDX were decellularized using a modified freeze–thaw method (−80 °C to 37 °C), based on modified previously described protocols by [31,32]. Briefly, tissues were cut into small pieces (~4–5 g), frozen in −80 in a freezing buffer containing 10 mM Tris (pH 8.0) and 5 mM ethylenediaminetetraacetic acid (EDTA), and then thawed. Samples were then placed in Enzymatic Digestion Solution #1 (0.25% trypsin (ThermoFisher Scientific, Waltham, MA, USA)/0.1% EDTA (ThermoFisher Scientific, Waltham, MA, USA) and placed on an orbital shaker. After 24 h, the solution was replaced with a lipid extraction solution, isopropyl alcohol (IPA, ThermoFisher Scientific, Waltham, MA, USA), and 1% anti-anti. After 24 h, samples were then incubated in Enzymatic Digestion Solution #2 (55 mM Na_2_HPO_4_, 17 mM KH_2_PO_4_, 4.9 mM MgSO_4_·7H_2_O, 150 U/mL DNase Type II [bovine pancreas], 0.125 mg/mL RNase Type III A [bovine pancreas], and 20 U/mL Lipase Type VI-S [porcine pancreas]) for 24 h, followed by a second lipid extraction step. Following decellularization, samples were rinsed and stored in PBS anti-anti (Gibco, Waltham, MA, USA) at 4 °C until lyophilization. Tissues were then frozen at −80 °C, lyophilized using a Labconco FreeZone 4.5 L Benchtop Freeze Dryer (Labconco Corporation, Kansas City, MO, USA), and then cryogenically milled using a Cole-Parmer SamplePrep CG-400-115 Freezer/Mill^®^ Large Cryogenic Grinder (115 VAC, 60 Hz; Cole-Parmer, Vernon Hills, IL, USA). The resulting homogenized dECM powder was collected and stored at −20 °C.

### 2.5. Tissue Composition Characterization

Native breast adipose tissue samples were processed to quantify water, lipid, and protein fractions by weight. Fresh tissue (4–10 g) was weighed and lyophilized for 24 h to determine water content. Dehydrated samples were then transferred to 50 mL conical tubes and submerged in 99% IPA to extract lipids, with gentle agitation overnight at room temperature. IPA was replaced the following day, and washing continued for up to two additional overnight cycles until tissue appeared white. Samples were subsequently transferred to pre-weighed boats, air-dried to remove residual IPA, and re-weighed. Water content was calculated as the mass lost after lyophilization, lipid content as the mass lost following IPA extraction, and the remaining mass was attributed to protein-rich connective tissue (ECM) fraction.

### 2.6. Tissue Histology

To assess changes in tissue morphology and confirm decellularization, native and decellularized breast tissues were fixed in 10% formalin (Sigma-Aldrich, St. Louis, MO, USA), paraffin-embedded, sectioned into 5 mm sections, and stained for hematoxylin and eosin (H&E) and Masson’s trichrome (MTC) by the Histology Core at Tulane University School of Medicine. Slides were then imaged, and representative images were presented. TU-BcX-4IC PDX decellularization confirmation was performed as previously described [33].

### 2.7. DNA Quantification

DNA was extracted from native breast and decellularized breast tissue using a DNEasy kit (Qiagen Laboratories, Hilden, Germany), following a modified extraction protocol [34]. Briefly, 200 mg of tissue was immersed in 400 µL of Qiagen ATL lysis buffer, with 20 µL of Proteinase K solution, and incubated overnight. 200 µL of ATL buffer was added, tubes were centrifuged, and the aqueous layer was transferred to a new tube with buffer ATL and molecular grade ethanol (ThermoFisher Scientific, Waltham, MA, USA). Samples were transferred to a DNA micro column for successive buffer washes, centrifugations, and discarding the flow-through. DNA was eluted in 100 µL of water. DNA content was measured using a NanoDrop 1000 spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA). DNA gel electrophoresis was performed to further confirm the loss of DNA. Gels were run using a 1 kbp ladder, 1% agarose gel (ThermoFisher Scientific, Waltham, MA, USA), a run time of 1 h and 30 min, and an exposure time of 25 ms.

### 2.8. Protein Extraction and Quantification

Protein from both native and decellularized primary breast adipose tissue and PDX tumor were homogenized and lysed in RIPA lysis and extraction buffer (ThermoFisher Scientific, Waltham, MA, USA) in addition to Halt^TM^ Protease and Phosphatase Inhibitor Cocktail (100×) (ThermoFisher Scientific, Waltham, MA, USA). The samples were incubated for 1 h on ice and centrifuged at 14,000× *g* for 15 min at 4 °C. The supernatant was collected in a new tube and stored at −80 °C until use. RIPA-isolated protein concentration was measured via the Pierce^TM^ BCA Protein Assay Kit (ThermoFisher Scientific, Waltham, MA, USA). Protein concentration was normalized across samples, and concentrations of POSTN, COL1A1, and FN1 were measured via the Human Periostin/OSF-2 DuoSet ELISA kit (R&D Systems, Minneapolis, MN, USA), Human Pro-Collagen 1 alpha 1 DuoSet ELISA kit (R&D Systems, Minneapolis, MN, USA), and the Human Fibronectin DuoSet ELISA kit (R&D Systems, Minneapolis, MN, USA).

### 2.9. dECM Spheroid Fabrication

Tumor spheroid formation was modified from methods previously published by others [35]. Briefly, MDA-MB-231 and Tu-BcX-4IC cells were seeded in Nunclon Sphera 96-well U-bottom plates (Thermo Fisher, Waltham, MA, USA) with increasing concentrations of dECM (0, 5, 10, 20, and 50 μg/mL). dECM was solubilized in culture media and used to resuspend cells prior to plating. Plates were then centrifuged at 1500 rpm for 5 min and incubated at 37 °C and 5% *v*/*v* CO_2_. Spheroid (0, 5, 10, and 20 μg/mL) images were acquired using the Cytation 5 imaging system (Agilent Technologies, Santa Clara, CA, USA) in brightfield and RFP channels at 4× magnification. Spheroid area measurements were obtained through the Gen5 software (Agilent Technologies, Version 3.12). Images and measurements were collected at days 1, 2, and 7 post-seeding. At the endpoint, spheroids were collected for further downstream evaluation.

### 2.10. Spheroid Histological Evaluation

Spheroids (0, 10, 20, and 50 μg/mL) were transferred to 15 mm disposable base molds (Fisher Scientific, Hampton, NH, USA), gently washed with PBS, and then fixed with 4% paraformaldehyde (PFA) for 1 h. Following fixation, PFA was removed, spheroids were washed with PBS, and suspended in optimal cutting temperature (OCT) (Tissue-Tek O.T.C, Sakura Finetek USA, Torrance, CA, USA) compound. Embedded spheroids were snap frozen using liquid nitrogen and stored at −80 °C prior to cryosectioning.

### 2.11. RNA Sequencing

MDA-MB-231 cells were seeded with no dECM, 10 μg/mL, and 20 μg/mL of breast adipose dECM and tumor dECM in an AggreWell 400 24-well plate (Stem Cell Technologies, Vancouver, BC, Canada) that was prepped with Anti-Adherence solution (Stem Cell Technologies, Vancouver, BC, Canada), in accordance with the manufacturer’s protocol. After 4 days of culture, spheroids were collected for total RNA extraction using a Quick RNA Miniprep Kit (Zymo Research, Irvine, CA, USA), according to the manufacturer’s protocol. RNA sequencing was performed by Plasmidsaurus (Louisville, KY, USA). CPMs and DESeq2 [36,37] (Version 1.51.6, Benjamini–Hochberg false discovery rate method) were used to compare gene expression. Identification of significantly altered pathways was performed through the Enrichr gene set analysis web server [38,39], specifically from the Hallmarks database accessed in February 2026. All genes were considered significant if the adjusted *p*-value < 0.05. A |log2FC| > 1 was only applied for the volcano plot. Raw data files were uploaded to the NCBI’s Gene Expression Omnibus [40] (GEO Series accession #GSE328288). Reported data represent three independent experiments, and gene expression is provided in Supplemental File S1.

### 2.12. Statistical Analysis

Statistical analyses were performed using GraphPad Prism (v11.0.1). Two-way ANOVA, with Dunnett’s multiple comparisons, was performed to analyze differences in spheroid area, and one-way ANOVA with multiple comparisons and Welch’s unpaired *t*-tests were performed for ELISA assays and DNA quantification. *p*-values < 0.05 were considered statistically significant.

Generative artificial intelligence (GenAI) was not used in the design or writing of this study.

## 3. Results and Discussion

### 3.1. Decellularization of Breast Adipose Tissue Significantly Reduces Cellular DNA While Retaining Native Architecture and ECM

We have previously demonstrated successful decellularization of triple-negative tumors [41], TNBC patient-derived xenograft (PDX) [33], and cell line-derived TNBC xenograft tumors [29]; and demonstrated differences in adipose tissue mechanical stiffness based on tissue location (proximal and distal to tumor site) [33]. Here, we sought to expand on our methods of tissue decellularization with a focus on the biochemical signaling induced by native ECM of breast tissue and tumors. Breast adipose tissue was decellularized and validated for loss of cell content and retention of ECM (Figure 1). Compositional analysis of the biochemical components lost or retained during the decellularization process demonstrated an increase in water content (28.5% ± 6.17 to 93.5% ± 0.17), complete removal of lipid content (46.17% ± 8.16 to 0% ± 0.0), and a decrease in protein content (25.33% ± 2.00 to 6.5% ± 0.17) (Figure S1). These findings are consistent with effective removal of adipocyte-associated components while retaining ECM structure (Figure S1) [42,43,44]. Histological analysis confirmed removal of cells with decellularization (H&E) in addition to preservation of ECM as observed through Masson’s trichrome staining for collagen fibers (Figure 1B). Removal of cell content was further confirmed through genomic DNA quantification, where decellularized breast tissue had a significant reduction in gDNA content, compared to native controls (Figure 1C). DNA gel electrophoresis further confirmed loss of DNA in decellularized adipose (Figure S2). The validation of the TNBC tumor (Tu-BcX-4IC PDX) decellularization is described in prior published works [33]. Through lyophilization and cryo-milling, we processed the decellularized breast tissue and PDX tumors from intact, spongy material into a dried powder (Figure 1A).

Development of consistent decellularization of human tissue is critical for the development of in vitro models, with optimization to maximize retention of all native ECM proteins of critical importance. Prior studies have shown a loss of proteins altering gelation kinetics, limiting biomaterial applications [45], and is species/tissue-specific [46]. Maximizing ECM retention ultimately enables downstream applications for cell–matrix interactions, facilitating the development of biomimetic 3D tumor models [47]. Therefore, following cryo-milling, protein quantification for key ECMs of interest (POSTN, FN1, COL1A1) further confirmed the retention of ECM and demonstrated compositional differences between breast tissue dECM and tumor dECM (Figure 2). Here, we show an overall loss of ECM in the breast tissue dECM; however, tumor dECM retains native ECM proteins (COL1A1, FN1, and POSTN). While decellularization for adipose tissues showed an overall reduction in protein mass, likely due to lipid and cellular removal, we confirmed an enrichment of key ECMs of interest in tumor dECM. Compared to adipose tissues, the PDX tumor showed sample variability across biological replicates, implicating tumorigenesis results in ECM heterogeneity not seen in adipose tissue samples from different donors. Following confirmation of ECM content, adipose dECM was next evaluated for optimal dECM and cell concentrations to develop dECM 3D TNBC spheroids. Due to limited sample volume, tumor dECM was not used for seeding optimization and was retained for transcriptomic studies.

### 3.2. Incorporation of dECM Does Not Inhibit TNBC Spheroid Formation

TNBC cell lines (MDA-MB-231 and Tu-BcX-4IC) constitutively expressing a red fluorescent protein (RFP) were used to generate spheroids (2 k, 3 k, and 5 k cells per spheroid) with increasing amounts of breast tissue dECM (0, 5, 10, and 20 µg/mL dECM). Seeding density and dECM concentration were compared to determine the optimal conditions for spheroid formation and ECM organization. Control spheroids (0 µg/mL dECM) for all seeding densities self-assembled within 24 h without centrifugation, whereas dECM-containing groups were centrifuged at 1500 RPM for 5 min to facilitate aggregation. Spheroids (2 k) were cultured and imaged (brightfield and RFP) over 7 days to evaluate changes in spheroid properties (Figure 3). At 10 and 20 µg/mL, RFP imaging revealed elongated or segmented sphere formation infiltrated with dECM for Tu-BcX-4IC spheroids. After 7 days, only the 20 µg/mL spheroids maintained two separate cell populations separated by dECM; this trend was observed for all cell seeding densities (Figure 3 and Figure S3). The 2 k cells/spheroid MDA-MB-231s spheroids were larger and less compact over the 7 days, compared to the Tu-BcX-4IC spheroids (Figure S3). Addition of dECM resulted in an enrichment of cells around the edges of the spheroids (RFP imaging), suggesting that the center contained dECM. 3 k and 5 k TNBC spheroids exhibited similar effects with the incorporation of dECM (Figures S3 and S4). Increasing cell density resulted in larger spheroids, more variability with compaction, and uneven distribution of cells (MDA-MB-231 and Tu-BcX-4IC) within the dECM. As MDA-MB-231 spheroids were initially less compact, the RFP signal may be weaker due to lower cell compaction. Additionally, the increased incorporation of dECM may block the RFP signal as it is integrated within the spheroids, increasing overall size, cell distribution, and segmentation. These findings are in accordance with other reports where spheroid formation, using porcine dECM, resulted in decreased compaction with increased dECM concentration and the development of a necrotic core [35]. To quantify changes in spheroid formation, the spheroid area was calculated using the plate reader (Cytation 5) surface area function.

### 3.3. dECM Significantly Alters Spheroid Size

Spheroid images were analyzed, and the average spheroid area for cell seeding density is reported in Figure 4 (2 k), Figure S5 (3 k), and Figure S6 (5 k). For all cell densities, spheroid size remained similar between the lower dECM concentrations (0 and 5 µg/mL) (Figure 4, Supplemental Figure S4). At higher dECM concentrations (10 and 20 µg/mL), a significant reduction in area was observed as the spheroids were allowed to grow in culture, compared to the Day 1 surface area. These trends were present for both TNBC cell lines, with the MDA-MB-231 cell line having less variability between biological replicates. As expected, spheroid size and variability increased with cell seeding density, with 5 k spheroids exhibiting the largest average area across all dECM concentrations (Figure S5). Of the combinations evaluated, 20 µg/mL dECM resulted in consistently significant changes in area over the study duration, with total area decreasing with time, suggesting compaction of cells with the dECM. Despite the observed compaction, 20 µg/mL TNBC spheroids were the only concentration that resulted in spheroids >1 mm^2^, after 7 days. In summary, the higher dECM concentrations (10 and 20 µg/mL) resulted in significant deviations in spheroid size when observing a single dECM concentration over time (*) and/or comparing dECM concentrations at a single time point (#). Based on spheroid formation observations and area analysis, we pursued 2 k spheroids for subsequent analysis of cell and ECM organization within the spheroid with Masson’s trichrome and H&E.

### 3.4. dECM Concentration Modifies TNBC Spheroid Organization

Fluorescent and brightfield imaging showed an increase in TNBC spheroid size and organization with increasing amounts of dECM. H&E and Masson’s staining confirmed that increased concentrations of dECM altered cell and ECM organization (Figure 5). Tu-BcX-4IC spheroids maintained a compact, spherical shape for low dECM concentrations (10 µg/mL) with cells and ECM tightly integrated (Figure 5), as seen with RFP imaging (Figure 3). With elevated concentrations (20 and 50 µg/mL), spheroids began to increase in size with ECM concentrated; however, increased dECM concentration was associated with loss of visible TNBC cells and ECM in spheroid centers. MDA-MB-231 cells exhibited reorganization of cells and ECM at the lowest concentration (10 µg/mL), with an increase in spheroid size and an empty/unstained central region. The addition of higher dECM concentrations (20 and 50 µg/mL) resulted in an increase in spheroid size and maintained the central empty region. Overall spheroid size, through H&E, demonstrated that MDA-MB-231 spheroids were larger than the Tu-BcX-4IC spheroids at higher concentrations (10 and 20 µg/mL). Use of 50 µg/mL of dECM resulted in similarly sized TNBC spheroids. The incorporation of decellularized tissue into spheroid modeling offers advantages as they retain ECM components, including a variety of structural proteins and signaling factors, which collectively play a critical role in cell behavior and tissue organization [19]. To determine the effect that dECM has on global transcriptomic changes and whether dECM composition alters the TNBC transcriptome, spheroids were generated without dECM, breast tissue dECM, or tumor PDX dECM and analyzed using RNA-sequencing.

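RNA was sequenced from MDA-MB-231 cells, a TNBC cell line, grown as spheroids for 4 days. The 5 groups held 3 replicates each, namely spheroids without dECM and spheroids with breast tissue dECM or tumor PDX dECM at 10 or 20 µg/mL. Reads of about 90 nt came from the last 400 nt or so of each polyadenylated transcript and were counted by unique molecular identifier after alignment with STAR (version 2.7.11), to a genome build not given in the sources used here. The values used here are CPM, counts scaled to the same total in each library, for 19449 gene symbols. Counts themselves were not analysed here, so library totals were inferred by taking the most frequent CPM value above 0 in a library as 1 count. These totals ran from 246905 to 401765 without dECM (median 288101), from 752175 to 4681676 with breast tissue dECM at 10 µg/mL (median 1452266) and from 3402702 to 9694327 at 20 µg/mL (median 8770813). With tumor PDX dECM they ran from 607398 to 9041637 at 10 µg/mL (median 7779855) and from 1130599 to 5788054 at 20 µg/mL (median 1374562). At the smallest total, 1 count equals 4.05 CPM. The share of each library's total that lies outside the listed genes was 34.2% to 37.1% without dECM and 8.02% to 18.6% with dECM. CPM were rescaled by the trimmed mean of M values (TMM), a pseudocount of 4 was added, and log2 values were tested with limma for the 9529 genes with a mean of at least 10 CPM over the 15 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Gene groups were tested with camera, also from limma.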

### 3.5. Impact of dECM on the TNBC Transcriptome

Comparisons of breast tissue (AD1 and AD2) and tumor PDX dECM demonstrated that tumor PDX dECM had increased expression of COL1 (Figure 6A), FN1 (Figure 6B), and POSTN (Figure 6C), compared to breast tissue dECM. These ECMs were chosen based on prior evaluations of the compositional differences in primary TNBC tumors and breast tissues [33,48,49]. COL1 expression for tumor dECM exhibited high biological replicate variability, also shown in Figure 2, resulting in no significant difference in ECM expression, compared to adipose donor dECM. Both FN1 and POSTN exhibited a significant decrease in expression in adipose dECM when compared to tumor dECM. Expression of FN1 and POSTN in tumor dECM was more homogenous across biological samples, when compared to COL1.

To determine global changes induced by dECM vs. spheroids formed without dECM, dECM MDA-MB-231 spheroids were grown in high (20 µg/mL) and low (10 µg/mL) breast tissue or tumor PDX dECM for 4 days. This time point was chosen to determine early transcriptional changes induced by dECM. Prior work by us has demonstrated that ECM-induced changes occur after at least three days in culture [48]. At the endpoint, total RNA was extracted, RNA sequencing was performed, and a comprehensive list of all significant (*p* < 0.05) genes is presented in Table S1. Results demonstrated that the addition of dECM (10 and 20 µg/mL) altered the breast cancer transcriptome, and both breast tissue and tumor PDX dECM had a similar overall impact on the TNBC transcriptome (Figure 6B and Figure S7). 

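With dECM, the largest rises in MDA-MB-231 spheroids included TXNIP, a brake on glucose uptake and on thioredoxin, PTGS2, the inducible cyclooxygenase, and F2RL1, a protease-activated receptor. TXNIP, on the minus strand of chromosome 1 of GRCh38 from 145992435 to 145996600 (GENCODE v29), went from 64 ± 28.6 TMM-scaled CPM without dECM to 1500 ± 123 with breast tissue dECM at 20 µg/mL (SD, n = 3 each). This was a log2 fold change of 4.54 (standard error 0.35, limma adjusted p = 1.8e-06), and it was 4.25 with tumor PDX dECM at 20 µg/mL. PTGS2 rose by 4.49 (standard error 0.40) and F2RL1 by 4.88 (standard error 0.55) on the log2 scale with breast tissue dECM at 20 µg/mL. Among the largest falls were MT-ND6, a mitochondrially encoded subunit of complex I, at −4.56 (standard error 0.52, limma adjusted p = 1e-05), and TTN, which encodes the muscle protein titin, at −3.73 (standard error 0.64, limma adjusted p = 0.0002). Of the 9529 genes tested, limma called 5451 higher and 1196 lower with breast tissue dECM and 4867 higher and 1153 lower with tumor PDX dECM at 20 µg/mL. At 10 µg/mL, 4201 were higher and 964 lower with breast tissue dECM, and 4406 were higher and 833 lower with tumor PDX dECM. The median log2 fold change over all tested genes was itself 0.97 and 0.85 with breast tissue and tumor PDX dECM at 20 µg/mL, and 0.70 and 0.76 at 10 µg/mL. This rested on the filter on low values. With no filter the medians at 20 µg/mL were −0.11 and −0.14, and 6137 and 6004 genes were lower. It moved with read depth too, since the medians at 20 µg/mL were 0.23 and 0.20 with libraries thinned to the smallest total. The balance of directions moved with the scaling, since 82.0% of the calls with breast tissue dECM at 20 µg/mL were higher after TMM, 61.4% after median-of-ratios (RLE) scaling, 67.5% with library totals alone and 6.1% after scaling to housekeeping genes, with similar splits of 80.8%, 59.9%, 72.3% and 8.9% for tumor PDX dECM. In all 4 scalings, 257 genes were higher and 1196 lower with breast tissue dECM at 20 µg/mL, and 329 were higher and 1153 lower with tumor PDX dECM. TXNIP, PTGS2 and F2RL1 were higher, and MT-ND6 and TTN lower, in each of these scalings. Olfactory receptor genes, which this cell type is not known to use, fell in 9 of 9 tested members at 20 µg/mL with either dECM. Their summed level was 2180 ± 206 CPM without dECM and 24.0 ± 25.9 with breast tissue dECM at 20 µg/mL, and stood at 798 and 968 CPM in replicate 2 of the 10 µg/mL breast tissue and tumor PDX groups against 6.33 to 80.7 in the other 10 dECM libraries. The lower count at 10 µg/mL rested on single libraries, being 592, 479 and 439 for breast tissue dECM without no dECM replicate 2, breast tissue replicate 1 and breast tissue replicate 3, and 492, 549, 329 and 297 for tumor PDX dECM without no dECM replicates 2 and 3 and tumor PDX replicates 1 and 3.

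**Figure D1:**
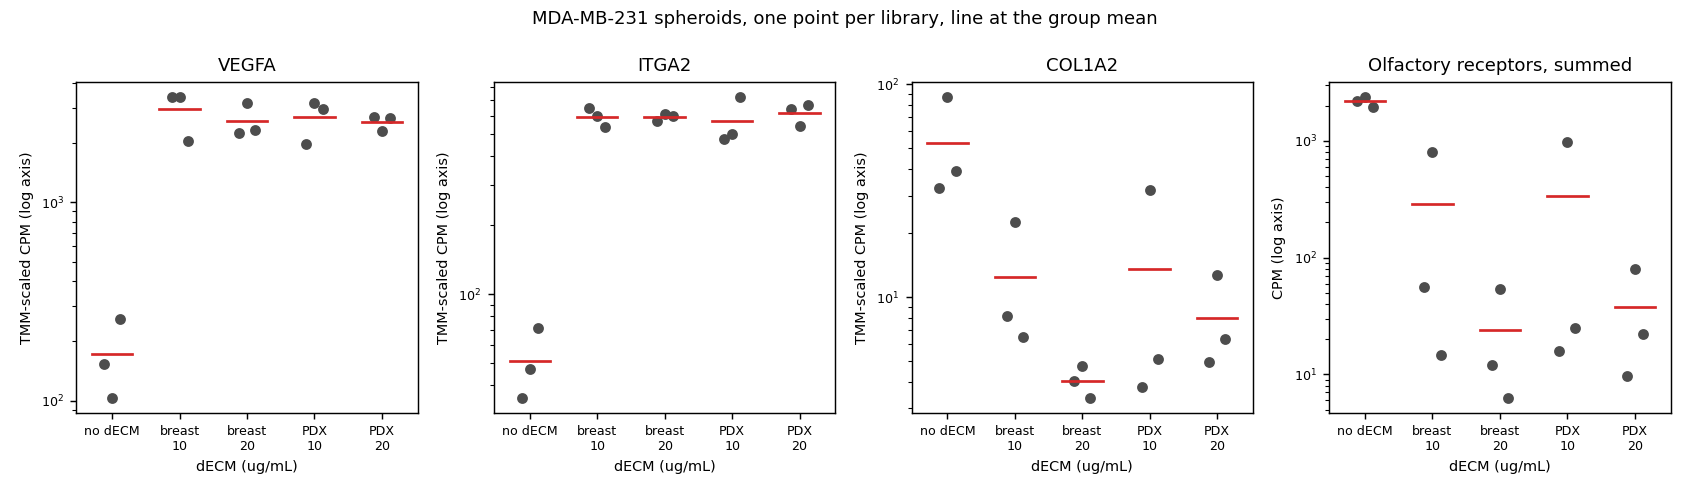
VEGFA, ITGA2 and COL1A2 in TMM-scaled CPM and the summed CPM of olfactory receptor genes (log axes) in each library of the 5 groups, with points for libraries and lines for group means. ITGA2 lay between 35.4 and 71.1 without dECM and between 476 and 724 with dECM, while the olfactory receptor sum lay between 1960 and 2380 without dECM.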

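CSF1, the growth factor of macrophages, and TNFSF10, which encodes the death ligand TRAIL, rose with either dECM at 20 µg/mL. CSF1 went from 56.8 ± 8.54 TMM-scaled CPM without dECM to 1090 ± 144 with breast tissue dECM (SD, n = 3), a log2 fold change of 4.17 (standard error 0.40), and its log2 fold change with tumor PDX dECM was 3.88. TNFSF10 rose by 4.27 (standard error 0.35) with breast tissue dECM and by 4.03 with tumor PDX dECM. NEFL, a neurofilament gene, fell with either dECM, with log2 fold changes of −3.55 (standard error 0.49) with breast tissue dECM and −2.92 with tumor PDX dECM. MYH7, a cardiac myosin, went from 999 ± 320 to 83.8 ± 17.7 TMM-scaled CPM with breast tissue dECM. In replicate 2 of the 10 µg/mL breast tissue and tumor PDX groups MYH7 stood at 274 and 575 and NEFL at 47.2 and 83.6. In the other 10 dECM libraries they ran from 70.7 to 316 and from 10.9 to 48.7. An effect of dECM on these genes cannot be told apart from library make-up here. In limma, 4741 genes were higher and 1078 lower with either dECM at 20 µg/mL, where lists drawn independently would share 2784.1 and 144.7. After RLE scaling these were 2468 higher and 1703 lower, after housekeeping scaling 220 higher and 3275 lower, and with no filter on low values the shared lower genes numbered 5738. Across genes, which are not independent replicates, the log2 fold changes with the 2 dECM correlated at 0.984. Both comparisons used the same 3 control libraries. Data simulated with no effect of dECM, with independent noise for each gene and the spread of each group, gave a correlation of 0.716 and no shared calls. Differences in library make-up that move many genes together were not simulated, so the lack of shared calls does not cover them. The covariance was 1.672, against 0.086 simulated, and part of the overlap above independent lists may come from the shared controls.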

Breast tissue and tumor dECM comparably enhanced 1921 and repressed 5462 genes (Figure 6C). As expected, dECM elevated genes associated with cell–cell adhesion (CD44, ICAM), cell–ECM extracellular receptors (BCAR1, ITGA2, ITGA3, ITGA6, ITGB1, ITGB3, ITGB5), and intracellular signal transducers of these interactions (ACTN1, ACTN2, ILK, CTNNA1, PAK2, PXN, RAC2, RHOA, VCL, YAP1) (Table S1). 

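Most adhesion genes the study names rose with dECM, led by ITGA2, a collagen-binding integrin subunit, CTNNA1, which links cadherins to actin, and ICAM1, a cell adhesion receptor of the immunoglobulin family. ITGA2 lies on chromosome 5 of GRCh38 from 52989326 to 53094779 and went from 51.2 ± 18.2 TMM-scaled CPM without dECM to 593 ± 20.6 with breast tissue dECM and 615 ± 65.8 with tumor PDX dECM at 20 µg/mL (SD, n = 3). Its log2 fold changes were 3.48 (standard error 0.30, limma adjusted p = 2.3e-06) and 3.53 (limma adjusted p = 2.8e-06). ICAM1, taken as the gene meant by ICAM, rose by 3.35 (standard error 0.35) and 3.41, CTNNA1 by 3.10 and 2.95, and ITGB1, the common beta subunit of collagen and laminin receptors, by 2.54 and 2.33. CD44, a hyaluronan receptor, rose by 1.90 (standard error 0.35, limma adjusted p = 0.00036) and 1.85. Of the 19 adhesion genes the study names, 18 were higher and 1 was lower in limma with either dECM at either concentration, and the counts were the same adjusted over the list alone. The study named them from these samples, so the count is not independent evidence of a direction. The list lay 1.28 above the median of all genes with breast tissue dECM at 20 µg/mL (camera adjusted p = 0.000484, and adjusted p = 0.524 with an estimated correlation). After housekeeping scaling 5 of the 19 were higher and 1 was lower with either dECM at 20 µg/mL, and the log2 fold change of CD44 became −0.07 with breast tissue dECM. The lower gene was ACTN2, the alpha-actinin of muscle Z-discs, at 35.2 ± 16.8 TMM-scaled CPM without dECM and 2.66 ± 1.85 with breast tissue dECM, a log2 fold change of −2.48 (standard error 0.57, limma adjusted p = 0.0016). Integrins as a whole went in both directions, with 9 of 16 tested higher and 5 lower with either dECM at 20 µg/mL, the same adjusted over the list alone (camera adjusted p = 0.69 with breast tissue dECM, and adjusted p = 0.784 with an estimated correlation), and 2 higher and 8 lower with breast tissue dECM after housekeeping scaling. The 5 lower, named after their values were seen, were ITGAL (−3.44), ITGB2 (−2.82), ITGA11 (−2.58), ITGAX (−2.25) and ITGB8 (−2.05). In replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL ACTN2 stood at 16.1 and 17.9, against 1.19 to 8.85 in the other 10 dECM libraries.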

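Most tested glycolysis genes and most tested targets of TNF and NF-κB were higher in MDA-MB-231 spheroids with either dECM at 20 µg/mL. LDHA, which turns pyruvate into lactate, went from 377 ± 143 TMM-scaled CPM without dECM to 2290 ± 248 with breast tissue dECM (SD, n = 3), a log2 fold change of 2.65 (standard error 0.37, limma adjusted p = 4e-05). PGK1, an ATP-forming enzyme of glycolysis, rose by 2.77 with breast tissue dECM and 2.49 with tumor PDX dECM. PHLDA1, a stress-induced regulator of survival, rose by 3.90 (standard error 0.34, limma adjusted p = 2.3e-06) and 3.64, and CXCL2, a neutrophil chemokine, by 3.83 and 3.66. Of 22 tested genes of glycolysis, 20 were higher and none lower with either dECM (21 and 20 higher when adjusted over the list alone). The glycolysis list lay 0.72 above the median of all genes with breast tissue dECM (camera adjusted p = 0.00451, and adjusted p = 0.607 with an estimated correlation), and after housekeeping scaling 2 of its genes were higher and 2 lower. GAPDH and PGK1 are in both the glycolysis and the housekeeping list, so that scaling takes out part of a glycolysis rise by construction. Of 55 tested targets of TNF and NF-κB, 47 were higher and 3 lower with breast tissue dECM, and 46 were higher and 3 lower with tumor PDX dECM, with the same counts adjusted over the list alone. That list lay 1.12 above the median with breast tissue dECM (camera adjusted p = 0.000307, and adjusted p = 0.524 with an estimated correlation), and after housekeeping scaling 16 of its genes were higher and 6 lower. The 3 lower members, named after their values were seen, were CCL2, a monocyte chemokine, REL, an NF-κB subunit, and CD83, an activation marker of immune cells, at −2.50, −1.18 and −1.16.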

Pathway analysis revealed that commonly upregulated genes were enriched in signaling hubs associated with glycolysis/cell metabolism, TNF/NFkB signaling, and mTOR signaling (Figure 6D). 

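AKT1, a kinase of cell survival and growth, went from 32.8 ± 12.8 TMM-scaled CPM without dECM to 170 ± 7.21 with breast tissue dECM at 20 µg/mL (SD, n = 3). Its log2 fold change was 2.29 (standard error 0.27, limma adjusted p = 1.4e-05), and 2.17 with tumor PDX dECM. EIF4B, a translation factor downstream of mTOR, rose by 2.12 and 1.73, and RPS6KB1, the S6 kinase, by 1.47 with breast tissue dECM. PIK3R1, the regulatory subunit that restrains PI3K, fell by 2.01 (standard error 0.31, limma adjusted p = 9.6e-05) and by 1.71. Of 27 tested members of the PI3K, AKT and mTOR pathway, 11 were higher and 3 lower with breast tissue dECM (the same adjusted over the list alone), and 10 were higher and 2 lower with tumor PDX dECM (10 and 1 adjusted over the list alone). Beside PIK3R1, the lower members with breast tissue dECM were TSC2, a suppressor of mTORC1, and GSK3B, a kinase that AKT inhibits, both named after their values were seen. The median of the list lay 0.46 under that of all genes with breast tissue dECM, and camera did not call it (adjusted p = 0.552, and adjusted p = 0.761 with an estimated correlation). After housekeeping scaling none of its genes was higher and 17 were lower with breast tissue dECM, where limma without that scaling had 11 higher. Of 15 members of the RAS, RAF, MEK and ERK cascade, 9 were higher and 1 lower with breast tissue dECM and 8 were higher and 1 lower with tumor PDX dECM, the same adjusted over the list alone (camera adjusted p = 0.62 with breast tissue dECM, and adjusted p = 0.836 with an estimated correlation). The lower gene was BRAF, a RAF kinase, at −0.82 (limma adjusted p = 0.025), named after its value was seen, and housekeeping scaling left 1 member of this cascade higher and 7 lower. PIK3R1 stood at 13.9 and 14.6 in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL, against 5.13 to 12.8 in the other 10 dECM libraries.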

Of note, these signaling hubs had enhanced expression of genes in the AKT/mTOR, MAPK, and TNF/NFkB signaling cascades. 

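The 5 transcription factors the study names here rose with either dECM at 20 µg/mL. MYC, a driver of cell growth, went from 30.8 ± 15.9 TMM-scaled CPM without dECM to 185 ± 47 with breast tissue dECM (SD, n = 3), a log2 fold change of 2.53 (standard error 0.46, limma adjusted p = 0.00029), and of 2.85 with tumor PDX dECM. ATF2, a target of JNK and p38, rose by 2.17 (standard error 0.33) and 2.23, and ELK1, a target of ERK, by 2.33 (standard error 0.46) and 2.10. ETS1, a regulator of invasion genes, rose by 1.83 and 1.81, and RELA, the p65 subunit of NF-κB, by 1.65 (limma adjusted p = 3.3e-05) and 1.83. These 5 genes were named by the study from the same samples, so their 5 of 5 rises (also 5 adjusted over the list alone) are not independent evidence. As a list they had camera adjusted p = 0.0705 with breast tissue dECM and 0.0397 with tumor PDX dECM, against adjusted p = 0.524 and 0.483 with an estimated correlation. After housekeeping scaling limma called none of the 5 at 20 µg/mL, and RELA had a log2 fold change of −0.20 with breast tissue dECM.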

Notably, downstream transcription factors, which are integral effectors of these pathways (ATF2, ELK1, ETS1, MYC, RELA), were upregulated. The addition of dECM induced downregulation of genes associated with broader signaling hubs that mediated EMT and growth factor signaling (Figure 6D) and expression of major collagen fibers (COL1A2, COL3A1, COL5A2). 

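The type I collagen chains fell with dECM, while the tested collagens as a group went in both directions. COL1A2, a chain of type I collagen on chromosome 7 of GRCh38 from 94394561 to 94431232, went from 52.9 ± 29.9 TMM-scaled CPM without dECM to 4.05 ± 0.686 with breast tissue dECM at 20 µg/mL (SD, n = 3). Its log2 fold change was −2.70 (standard error 0.53, limma adjusted p = 0.00052), and −2.18 (limma adjusted p = 0.0026) with tumor PDX dECM. COL1A1, its partner chain, changed by −2.53 and −2.14, and COL21A1 by −3.45 with breast tissue dECM. COL6A1, a chain of microfibrillar collagen VI, rose by 1.70 (standard error 0.30) and 1.48. COL3A1 and COL5A2 were below the filter on low values, and without it their log2 fold changes with breast tissue dECM were −2.56 (limma adjusted p = 5.1e-05) and −2.01 (limma adjusted p = 0.0031). Of 16 tested collagens 6 were higher and 6 lower with either dECM, the same adjusted over the list alone, while without a filter 6 were higher and 26 lower of 42, and after housekeeping scaling 9 were lower and none higher with breast tissue dECM. The list lay 0.68 under the median of all genes although its own median was 0.29 (camera adjusted p = 0.0359, direction down, and adjusted p = 0.318 with an estimated correlation). Of 29 tested mesenchymal genes 14 were higher and 7 lower with breast tissue dECM, the same adjusted over the list alone (camera adjusted p = 0.335, direction down where the list's median was 1.16, and adjusted p = 0.524 with an estimated correlation), and after housekeeping scaling 1 was higher and 14 lower. CCN1, a matricellular target of YAP, rose by 2.95 and 2.52 and LOXL2, which crosslinks collagen, by 2.06 and 1.90, while TPM2, a tropomyosin, fell by 1.6 and 1.17. COL1A2 stood at 22.5 and 31.8 TMM-scaled CPM in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL, at 3.37 to 12.7 in the other 10 dECM libraries and at 32.5 to 87.2 without dECM, with a mean of 21 reads per library.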

Prior works demonstrate that major fiber collagens I and III are repressed in triple-negative breast tumors compared to native breast tissue and hormone receptor-positive breast tumors [33,48,49]. 

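Most WNT ligands and FGF genes lay under the filter on low values, and the BMP genes and WNT receptors and effectors tested held both higher and lower genes. WNT2B, a canonical WNT ligand on chromosome 1 of GRCh38 from 112466541 to 112530165, went from 51.1 ± 15 TMM-scaled CPM without dECM to 6.18 ± 2.64 with breast tissue dECM at 20 µg/mL (SD, n = 3). Its log2 fold change was −2.43 (standard error 0.66, limma adjusted p = 0.0045), and −2.13 (limma adjusted p = 0.011) with tumor PDX dECM. The other ligand tested, WNT7B, had log2 fold changes of 0.58 (limma adjusted p = 0.15) and 0.39 (limma adjusted p = 0.34). So 1 of 2 tested ligands was lower (the same adjusted over the list alone), and without the filter 1 was higher and 9 lower of 19 with breast tissue dECM (camera adjusted p = 0.244, and adjusted p = 0.524 with an estimated correlation). Of 22 tested WNT receptors and effectors 13 were higher and 4 lower with breast tissue dECM, the same adjusted over the list alone, among them FZD7, a frizzled receptor, at 3.97 (standard error 0.37), and after housekeeping scaling 2 were higher and 11 lower (camera adjusted p = 0.956, and adjusted p = 0.969 with an estimated correlation). That list lay 0.15 above the median of all genes with breast tissue dECM at 20 µg/mL and 0.06 above it with tumor PDX dECM, and with breast tissue dECM at 10 µg/mL 11 of its genes were higher and 1 lower and it lay 0.04 under that median. BMP4, a BMP ligand, rose by 2.43 (standard error 0.42, limma adjusted p = 0.00022) and ID1, a classical BMP target, by 3.12 (limma adjusted p = 2.4e-05), while GREM1, a secreted BMP antagonist named after its value was seen, fell by 3.76. Of 11 tested BMP genes 7 were higher and 1 lower with either dECM, the same adjusted over the list alone, against 6 higher and 11 lower of 30 with no filter and 1 higher and 4 lower after housekeeping scaling with breast tissue dECM (camera adjusted p = 0.623, and adjusted p = 0.753 with an estimated correlation). Of 4 tested FGF genes, FGFR2 and FGF12 fell by 3.19 and 2.95 and FGFRL1 and FGFR1 rose by 1.51 and 0.97 with breast tissue dECM (2 higher and 2 lower adjusted over the list alone), and FGFR1 became −0.91 (limma adjusted p = 0.02) after housekeeping scaling. Without a filter 2 FGF genes were higher and 17 lower of 27 (camera adjusted p = 0.32 over the 4, and adjusted p = 0.524 with an estimated correlation). In replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL WNT2B stood at 54.7 and 51.7, against 4.35 to 9.33 in the other 10 dECM libraries, and FGFR2 at 11.8 and 21.2, against at most 2.00.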

Genes associated with WNT (canonical and non-canonical), BMP, and FGF signaling cascades were suppressed, suggesting alterations in EMT and growth factor-mediated signaling pathways. Interestingly, dECM decreased JNK and p38-associated MAPKs but increased key signaling components of the MAPK-ERK1/2 cascade, specifically MAPK1. 

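ERK response genes rose as a group in MDA-MB-231 spheroids with dECM at 20 µg/mL (n = 3 per group). With breast tissue dECM the log2 fold change of DUSP6, an ERK phosphatase that ERK itself induces, was 3.63 (standard error 0.28, limma adjusted p = 1.8e-06), that of DUSP4, a related phosphatase, 3.48 and that of SPRED1, an inhibitor of RAS and RAF signaling, 3.04. All 15 tested ERK response genes were higher with either dECM, also when adjusted over the list alone, at 1.56 above the median of all genes with breast tissue dECM (camera adjusted p = 0.000613, and adjusted p = 0.318 with an estimated correlation), and 7 were higher and 1 lower after housekeeping scaling. Of 12 tested JNK and p38 kinases and activators, 8 were higher and 2 lower with either dECM (3 and 1 of the 6 JNK and p38 kinases themselves), the same adjusted over the list alone (camera adjusted p = 0.698 with breast tissue dECM, and adjusted p = 0.786 with an estimated correlation), and after housekeeping scaling none was higher and 3 were lower. MAP3K5, an upstream stress kinase, rose by 2.07, MAPK13, a p38 kinase, by 1.27 and MAPK14, the main p38 kinase, by 1.18 with breast tissue dECM. The 2 lower genes, named after their values were seen, were MAPK10, the JNK of neurons, at −3.20 (standard error 0.75, limma adjusted p = 0.0018) and MAP2K6, an activator of p38, at −2.73 (standard error 0.64, limma adjusted p = 0.0018). MAPK10 stood at 44.8 ± 4.22 TMM-scaled CPM without dECM, at 24.7 and 42.4 in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL, and at 0.501 to 5.33 in the other 10 dECM libraries.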

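BRCA1, a tumor suppressor of homologous recombination on chromosome 17 of GRCh38 from 43044295 to 43170245, fell with either dECM. Its level was 62.7 ± 18.4 TMM-scaled CPM without dECM, 8.98 ± 1.01 with breast tissue dECM and 10.5 ± 3.07 with tumor PDX dECM at 20 µg/mL (SD, n = 3). The log2 fold changes of BRCA1 were −2.33 (standard error 0.55, limma adjusted p = 0.002) and −2.19 (limma adjusted p = 0.0034). RAD1, part of the clamp that signals DNA damage, on chromosome 5 from 34905264 to 34918989, had 41.9 ± 17.7 without dECM and 32.2 ± 9.58 with breast tissue dECM. Its log2 fold changes of −0.31 (standard error 0.29, limma adjusted p = 0.34) and −0.38 (limma adjusted p = 0.25) did not pass, and became −0.95 and −0.96 after RLE scaling, −0.88 and −0.76 with library totals alone and −2.12 and −1.94 after housekeeping scaling, all of which did. XRCC5 and XRCC6, the pair of subunits of Ku, rose by 2.22 (standard error 0.35) and 1.78 with breast tissue dECM. Of 28 tested DNA repair genes 6 were higher and 7 lower with either dECM (5 and 7, and 5 and 5, adjusted over the list alone), and after housekeeping scaling none was higher and 22 were lower with breast tissue dECM. The list lay 1.02 under the median of all genes with breast tissue dECM (camera adjusted p = 0.00304, and adjusted p = 0.318 with an estimated correlation). BRCA1 had a mean of 35 reads per library, and in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL it stood at 38.9 and 54.4, against 6.27 to 13.3 in the other 10 dECM libraries and 45.2 to 81.9 without dECM.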

Further, expression of DNA damage repair genes BRCA1 and RAD1 was downregulated in TNBC cells seeded in the tumor and breast adipose dECM. Prior works have demonstrated that ECM stiffness regulates genomic instability in cancer [50], and during mammary development, glycoproteins such as laminin regulate Brca1 in mouse-derived lines [51]. The role of ECM composition and genomic stability in TNBC has not yet been demonstrated.

Taken together, the addition of dECM to 3D TNBC spheroids enhanced pro-survival pathways, including AKT, NFkB, and ERK1/2, and repressed WNT-mediated ligand signaling. 

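Summed over their genes, targets of TNF and NF-κB took 4030 ± 609 CPM without dECM, 14600 ± 2010 with breast tissue dECM and 15100 ± 808 with tumor PDX dECM at 20 µg/mL (SD, n = 3). ERK response genes took 993 ± 191, 4880 ± 427 and 5040 ± 255 CPM in the same groups, and the PI3K, AKT and mTOR pathway 1950 ± 27.9, 3150 ± 517 and 2740 ± 208. WNT ligands took 198 ± 61.8 CPM without dECM, and 51.8 ± 20.7 and 56.7 ± 7.47 with breast tissue and tumor PDX dECM. Housekeeping genes, which serve basic functions such as the cytoskeleton and translation, took 15800 ± 2080 CPM without dECM and 40000 ± 2380 with breast tissue dECM. In each of these comparisons against no dECM the libraries did not overlap (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 can give). Over the 12 dECM libraries against the 3 without, the permutation p was 0.0022, the smallest that 455 splits can give, for all of them apart from the PI3K, AKT and mTOR pathway, at 0.0044. These sums were not scaled by TMM. All listed genes together took 628636 to 658323 CPM without dECM, and 898215 to 919825 with breast tissue and 910855 to 913995 with tumor PDX dECM at 20 µg/mL. A sum can thus rise with library make-up alone. With tumor PDX dECM the rise of the PI3K, AKT and mTOR sum was near that of all listed genes. WNT ligands stood at 124 and 125 CPM in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL, at 33.1 to 75.7 in the other 10 dECM libraries and at 127 to 237 without dECM. The paper sums up that dECM strengthened survival pathways, naming AKT, NF-κB and ERK, and held back signaling by WNT ligands. Citing work on integrins and FAK, it offers as speculation for further study that cells in dECM are released from a need for these ligands.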

Integrin and FAK-mediated activation of WNT signaling in a WNT-independent manner has been demonstrated by others [52]. These gene changes are in line with our transcriptomic data. While additional studies are needed (e.g., expanding TNBC tumor tissue lines), it could be speculated that the observed loss of WNT ligands in cells seeded in dECM may be due to the release of reliance on these factors to activate WNT signaling [52]. Evaluation of distinct gene signatures in TNBC cells seeded in 20 mg/mL tumor PDX dECM compared to breast tissue dECM revealed tumor PDX dECM regulated 380 (162 up and 218 down) genes that were distinct from breast tissue dECM. In contrast, breast tissue dECM uniquely regulated 1609 genes (503 up and 1106 down) (Figure 6C). 

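ETV4, an ETS factor of invasion programs, had the clearest lean toward tumor PDX dECM among the genes drawn in Fig. 6K. Its log2 fold change against no dECM was 1.83 (standard error 0.24, limma adjusted p = 3e-05) with tumor PDX dECM and 1.31 (standard error 0.24) with breast tissue dECM at 20 µg/mL (n = 3 each). The difference between the dECM was 0.51 (standard error 0.24, unadjusted p = 0.048 and adjusted p = 1 in limma). At 10 µg/mL the difference for ETV4 had the other sign, at −0.37 (standard error 0.24). SNAI2, a repressor of epithelial genes, differed by 0.44 (standard error 0.36, adjusted p = 1 in limma). Called with tumor PDX dECM and not with breast tissue dECM were 126 higher and 75 lower genes. These were 221 and 100 after RLE scaling, 504 and 39 with library totals alone and 250 and 183 with libraries thinned to the smallest total. Tested directly, tumor PDX against breast tissue dECM at 20 µg/mL gave 0 higher and 0 lower genes in limma, with 20 genes at an unadjusted p under 0.05. This is less than the 0.05 share of the 9529 genes that no difference would give on average. The lack of calls is therefore weak evidence that the dECM types do not differ. With all 12 dECM libraries and the replicate number as a block, 433 genes had an unadjusted limma p under 0.05. Fits with a weight per library, whose weights did not converge, gave 0 higher and 1 lower gene, but 512 higher and 1441 lower with the replicate number as a block and 2839 higher and 542 lower with library totals and the block. With the replicate number as a block in a fit of these 2 groups alone, chosen after seeing the data, 0 genes were higher and 1 was lower, TNFRSF12A, the receptor of TWEAK (log2 fold change −1.14, limma adjusted p = 0.033, and adjusted p = 1 without the block), and with all 12 dECM libraries and the block none was called. On simulated data the unweighted test found 100% of 4-fold rises and 44% of 2-fold rises between these groups. The simulated noise was independent for each gene at a set dispersion of 0.04, without structure shared between libraries. These rates therefore need not hold for the real libraries. Single libraries moved the 126 to 364, 313 and 398 without breast tissue dECM 20 replicates 1, 2 and 3 and to 74 and 71 without tumor PDX dECM 20 replicates 1 and 2, and the 75 to 136, 129 and 137 without breast tissue replicates 1, 2 and 3 and to 27 without tumor PDX replicate 3.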

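PTK2, the focal adhesion kinase, leaned toward breast tissue dECM among the genes drawn in Fig. 6J. It rose by 1.42 (standard error 0.23, limma adjusted p = 0.00015) with breast tissue dECM and by 1.03 (limma adjusted p = 0.0017) with tumor PDX dECM at 20 µg/mL (n = 3 each), a difference of −0.39 (standard error 0.23, unadjusted p = 0.11 and adjusted p = 1 in limma). CST7, an inhibitor of cysteine proteases, rose by 2.25 and 1.72, and RGS2, a brake on G protein signaling, by 1.78 and 1.31, with differences of −0.53 (standard error 0.47) and −0.47 (standard error 0.33). At 10 µg/mL the differences for PTK2, CST7 and RGS2 had the other sign, at 0.03, 0.79 and 0.22 (standard errors 0.23, 0.47 and 0.33). Called with breast tissue dECM and not with tumor PDX dECM were 710 higher and 118 lower genes, and the median absolute difference between the dECM over all tested genes was 0.17. With library totals alone these genes were 277 higher and 277 lower, and after housekeeping scaling 37 and 706. Single libraries moved the 710 to 259 and 302 without breast tissue dECM 20 replicates 1 and 3 and to 1504 and 1138 without tumor PDX dECM 20 replicates 1 and 3, and the 118 to 38 and 35 and to 245 and 225 without the same libraries.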

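The 15 genes the study drew in Fig. 6J and Fig. 6K rose with breast tissue and with tumor PDX dECM at 20 µg/mL. RB1, the retinoblastoma protein, rose by 1.53 with breast tissue dECM and 1.33 with tumor PDX dECM (n = 3 each, limma), CD82, a metastasis suppressor, by 1.86 (standard error 0.48) and 1.61, EWSR1, an RNA-binding protein, by 1.78 and 1.39, and RAC1, a GTPase of cell spreading, by 1.48 and 1.27. DKK1, a secreted WNT inhibitor, rose by 1.75 and 1.82 (standard error 0.46), SNAI2 by 1.54 and 1.98 (standard error 0.36), and ALCAM, an adhesion protein used as a stem cell marker, by 1.48 and 1.73. AHNAK, a large scaffold protein, rose by 1.09 and 1.25, MAPK13 by 1.27 and 1.38, and MCAM, the melanoma cell adhesion molecule, by 1.35 and 1.39. All 8 genes drawn for breast tissue dECM and all 7 drawn for tumor PDX dECM were higher with either dECM in limma, also adjusted over each list alone, and after housekeeping scaling none of the 15 was higher at 20 µg/mL and 1, RAC1, was lower with breast tissue dECM (log2 fold change −0.48). The study chose them from these samples, so these counts are not independent evidence. Between the dECM, none of the 15 differed at an adjusted p under 0.05 in limma. Of 14 tested breast cancer stem cell genes, 11 were higher and 2 lower with either dECM, the same adjusted over the list alone (camera adjusted p = 0.131 with tumor PDX dECM, and adjusted p = 0.554 with an estimated correlation), while after housekeeping scaling 1 was higher and 3 were lower. The 2 lower genes, named after their values were seen, were ALDH1A1, an aldehyde dehydrogenase, and SOX2, a pluripotency factor, at −2.20 and −2.69 with tumor PDX dECM.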

Tumor dECM induced genes associated with a cancer stem phenotype, EMT, and pro-metastasis, while adipose tissue dECM induced genes associated with tumor suppressors and focal adhesion (Figure 6E). 

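At 10 µg/mL, ARRDC3, an arrestin that promotes receptor degradation, and CYP1B1, a target of the aryl hydrocarbon receptor, rose with either dECM. ARRDC3 rose by 4.06 on the log2 scale with breast tissue dECM and by 3.91 with tumor PDX dECM, and CYP1B1 by 3.89 and 3.82 (n = 3 each, limma). ERRFI1, a feedback inhibitor of EGFR, rose by 3.98 and 4.06. MT-ATP8, a mitochondrially encoded subunit of ATP synthase, fell by 1.67 and 2.39. In limma 3933 genes were higher and 773 lower with either dECM at 10 µg/mL, where independent lists would share 1942.4 and 84.3. Both comparisons used the same 3 control libraries. With no effect of dECM, simulated data gave no shared calls and a covariance of the log2 fold changes across genes of 0.085, against 1.191 observed, and part of the overlap above independent lists may come from the shared controls. The simulated noise was independent for each gene, so differences in library make-up that move many genes together are not covered. Breast tissue dECM alone had 268 higher and 191 lower genes, and tumor PDX dECM alone 473 higher and 60 lower. The order of these higher counts turned round under other scalings. They were 409 and 208 after RLE scaling, 485 and 195 with library totals alone and 112 and 33 after housekeeping scaling. After RLE scaling 2004 genes were shared higher and 1434 shared lower, and after housekeeping scaling 274 and 2954. The 773 became 418 and 498 without no dECM replicates 2 and 3, 454 and 358 without breast tissue dECM 10 replicates 1 and 3, and 317 and 292 without tumor PDX dECM 10 replicates 1 and 3. Leaving out each of the 6 dECM libraries at 10 µg/mL in turn gave ranges of 78 to 1164 and 25 to 654 for the higher and lower genes of breast tissue dECM alone, and 95 to 1354 and 5 to 471 for those of tumor PDX dECM alone.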

The 10 mg/mL dECM demonstrated similar percentages of shared and distinct genes between tumor and adipose dECM (Figure S7). Similarly, to 20 mg/mL, 10 mg/mL dECM for both tumor and adipose regulated pathways associated with proliferation and cell survival (Figure S7F). In contrast to 20 mg/mL, unique genes for both tumor and adipose dECM were enriched for EMT, metastasis, and CSC phenotype (Figure S7G). 

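VEGFA, the angiogenic growth factor, and most tested targets of TNF and NF-κB were higher with either dECM at 10 µg/mL. VEGFA rose by 4.12 with breast tissue dECM and 4.00 with tumor PDX dECM at 10 µg/mL on the log2 scale (n = 3 each, limma). Of 55 tested targets of TNF and NF-κB 43 were higher and 2 lower with breast tissue dECM (44 and 2 adjusted over the list alone) and 41 were higher and 2 lower with tumor PDX dECM (camera adjusted p = 4.25e-05 and 6.57e-05, and adjusted p = 0.396 and 0.41 with an estimated correlation). Of 22 glycolysis genes, 19 and 20 were higher (20 and 20 adjusted over the list alone), with camera adjusted p = 0.00211 and 0.00367 against adjusted p = 0.58 and 0.597 with an estimated correlation. Of 30 tested proliferation genes, 7 were higher with breast tissue dECM and 4 with tumor PDX dECM (3 and 1 adjusted over the list alone) and none lower, without a camera call (adjusted p = 0.869 and 0.514, and 0.974 and 0.882 with an estimated correlation). Summed proliferation genes took 1070 and 978 CPM in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL, against 1900 to 3470 in the other 4 libraries at 10 µg/mL and 1050 to 1120 without dECM. After housekeeping scaling 386 genes were higher and 3424 lower with breast tissue dECM at 10 µg/mL and 307 higher and 3224 lower with tumor PDX dECM, while 28 and 48 genes called higher after TMM were called lower.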

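At 10 µg/mL the genes drawn in Figure S7 for either dECM were higher with both. BMI1, a self-renewal factor, rose by 1.5 with breast tissue dECM and 1.3 with tumor PDX dECM, ITGA6, a laminin receptor subunit that marks stem cells, by 1.54 and 1.42, and MSN, which links membrane to actin, by 1.15 and 1.03 (n = 3 each, limma). HTATIP2, a metastasis suppressor, rose by 1.44 and 1.31, and DENR, a translation reinitiation factor, by 1.27 and 1.06. TGFBR1, the type I receptor of TGF-β, rose by 1.41 and 1.83, NOTCH1, a receptor of cell fate, by 1.08 and 1.36, and TIMP2, an inhibitor of metalloproteinases, by 1.31 and 1.37. All 8 genes drawn for breast tissue dECM and all 5 for tumor PDX dECM were higher with both dECM, also adjusted over each list alone. They are the study's own choice from these samples, so this is not independent evidence, and after housekeeping scaling none was called higher at 10 µg/mL. The largest differences between the dECM among them were 0.42 (standard error 0.32, adjusted p = 1 in limma) for TGFBR1, −0.37 (standard error 0.24, adjusted p = 1) for ETV4 and 0.28 (standard error 0.21, adjusted p = 1) for NOTCH1. Of 29 tested mesenchymal genes, 14 were higher and 6 lower with either dECM at 10 µg/mL (14 and 7, and 15 and 6, adjusted over the list alone), with camera adjusted p = 0.731 and 0.596 (0.771 and 0.688 with an estimated correlation).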

Suggesting that ECM adhesion and composition participate in gene regulation.

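Over all tested genes the median absolute log2 difference between the dECM types was 0.17 at 20 µg/mL and 0.15 at 10 µg/mL, and AKR1C1, a steroid-metabolizing reductase, and CPPED1, a phosphatase that acts on AKT, lay above it. For AKR1C1 the difference of tumor PDX minus breast tissue dECM was −0.73 at 10 µg/mL (standard error 0.33, unadjusted p = 0.04, adjusted p = 1 in limma) and 0.55 at 20 µg/mL (standard error 0.33, unadjusted p = 0.11, adjusted p = 1). For CPPED1 it was 0.32 and −0.42 (standard error 0.24, adjusted p = 1 each), and for LRRC75A and CST7, 2 other genes the study names, 0.65 and 0.79 at 10 µg/mL and −0.79 and −0.53 at 20 µg/mL (standard errors 0.35 and 0.47, adjusted p = 1). Tumor PDX against breast tissue dECM at 10 µg/mL gave 0 genes in either direction in limma, with 40 at an unadjusted p under 0.05. Breast tissue dECM at 20 against 10 µg/mL gave 0 with 255 at an unadjusted p under 0.05 (smallest adjusted p = 0.89), and tumor PDX dECM at 20 against 10 µg/mL gave 0 with 36. Each of these numbers is less than the 0.05 share of the 9529 genes that no difference would give on average. The lack of calls is therefore weak evidence of no difference. Fits with a weight per library, none of which converged, gave 868 higher and 146 lower genes for breast tissue dECM at 20 against 10 µg/mL after TMM, and 0 and 0 after RLE, library total and housekeeping scaling. With the replicate number as a block, fits chosen after seeing the data gave 663 higher and 73 lower genes for that comparison with its 2 groups alone and 0 with all 12 dECM libraries (smallest adjusted p = 0.34).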

Incorporation of dECM introduces cancer cells (MDA-MB-231) to more accurate in vivo conditions, influencing a variety of cellular pathways including adhesion, migration, invasion, and differentiation. Moreover, decellularized tissues offer spatial organization and architectural cues that guide cellular behavior, which scaffold-free cancer models cannot emulate [19]. Therefore, creating more biologically relevant tumor models requires the recapitulation of the TME. Incorporating decellularized tissue with 3D spheroid modeling enables researchers to more accurately mimic the native TME, which is pivotal for systematic evaluation of tumor development [8]. A limitation of this study was that the impact of dECM was evaluated in a single TNBC cell line (MDA-MB-231). and not reproducible in other lines (e.g., Tu-BcX-4IC). Future work will expand to other TNBC and breast cancer lines to fully explore the impact of dECM on the breast cancer transcriptome.

## 4. Conclusions

The recent paradigm shifts away from animal models to new methodologies have led to an increased interest in developing benchtop models that better capture the native TME. With current 3D models minimizing the importance of including native ECM, cell–ECM-driven changes are absent. This proof-of-concept study aimed to evaluate the impact of dECM on the development and organization of 3D tumor spheroids. Decellularization of adipose tissue resulted in a significant reduction in DNA, lipid content, and key ECM proteins (COL1A1, FN1, and POSTN), while Tu-BcX-4IC PDX decellularization only maintained key ECM proteins. Incorporation of adipose dECM (20 µg/mL) significantly enhanced spheroid size for both MDA-MB-231 and Tu-BcX-4IC cells. Histological evaluation showed cellular and matrix reorganization with increasing spheroid size and dECM concentration. Preliminary findings suggest that transcriptional changes might be dependent on tissue source. Prior works by us and others have demonstrated that the ECM of breast tumors varies based on breast cancer subtype, with hormone-positive (HR+) tumors being enriched for fiber collagens and TNBC tumors having elevated levels of glycoproteins [33,48,49]. Further, the response of breast cancer cells to distinct ECM compositions can be subtype specific, where collagens induce proliferation in HR+ breast cancer cell lines and, in contrast, induce cell senescence in TNBC lines [48]. While this study highlighted distinct differences in ECM-specific transcriptomic effects, these results represent comparisons of a singular dECM tumor and a single TNBC cell line. These preliminary works demonstrate a proof of concept for the biochemical impact of ECM on breast cancer cells, and additional studies should be performed to demonstrate breast cancer subtype-specific responses to dECM. In addition, due to the differences in ECM composition across tumors, dECM from additional tumor subtypes should be profiled. Future work will shift to further model validation through drug resistance, evaluating metabolomic and lipidomic profiles, and expansion of patient tissues to understand dECM-induced changes. Further, while our prior published works highlight the stiffness of breast adipose and tumor following decellularization [29,53], these studies did not aim to recapitulate the native breast stiffness of breast adipose or tumor. Additional studies will also focus on the incorporation of mechanical differences between healthy adipose and tumor tissues to fully impart in vivo properties into in vitro models.

## Figures and Tables

**Figure 1:**
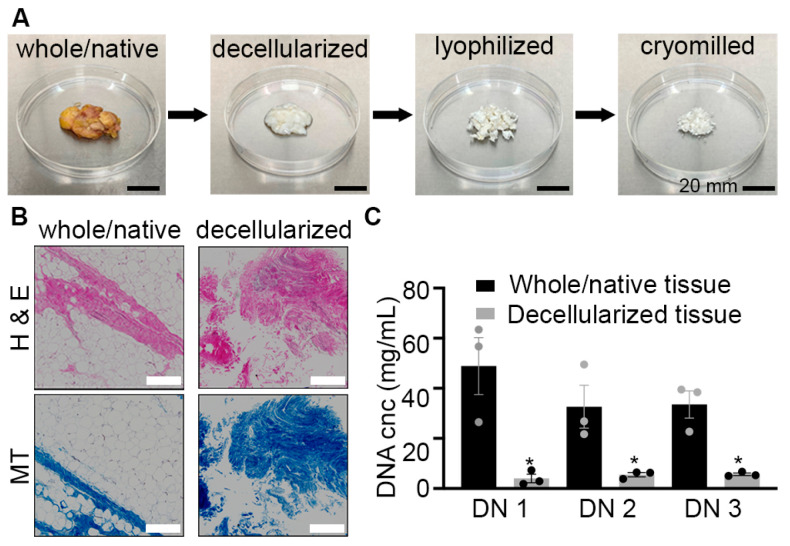
Decellularization of breast adipose tissue removed native cellular material while maintaining ECM protein networks. (**A**) The decellularization process started with whole/native tissue, decellularization to remove cellular material, followed by lyophilization to remove water, and finished with cryomilling to form a dECM powder. (**B**) Histological evaluation (hematoxylin and eosin, and Masson’s trichrome) of native and decellularized tissue confirms the removal of cellular material while maintaining the ECM. Images are representative samples of tissues evaluated. White scale bars = 300 µm. (**C**) DNA content of decellularized and native breast tissue as determined by nanodrop. Values represent the mean ± SEM from independent biological replicates. * *p* < 0.05.

**Figure 2:**
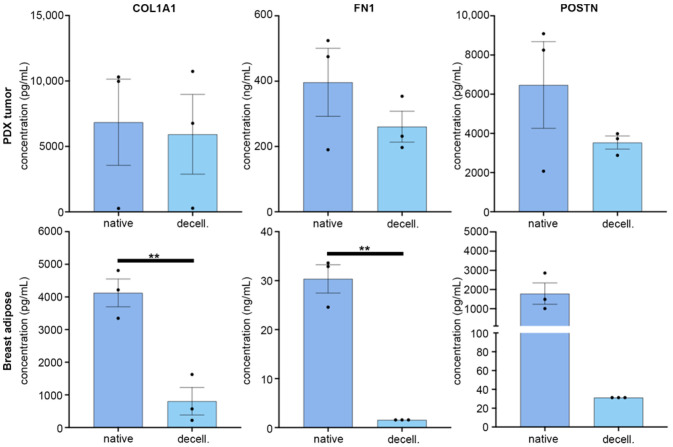
Validation of ECM protein expression within dECM tissues. Quantification of COL1A1, FN1, and POSTN protein expression in native and decellularized PDX and breast adipose tissue via immunoassay. All concentrations were normalized to concentration per 1000 µg/mL of protein loaded. Undetected proteins were reported with a value of LOD/2. Significance was determined using the unpaired Welch’s *t*-test (** *p* < 0.001).

**Figure 3:**
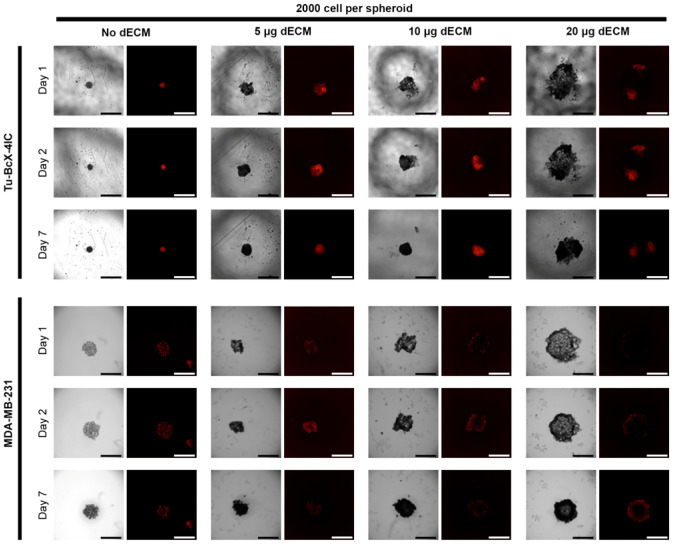
Increasing additions of dECM alter TNBC spheroid shape and size. Spheroids were seeded in U-bottom plates with increasing concentrations of breast tissue dECM (0, 5, 10, and 20 μg/mL), centrifuged, and incubated. Brightfield and RFP images were acquired on days 1, 2, and 7 post-seeding. Images are representative of samples of spheroids evaluated. Images are at 4× and scale bar = 2 mm.

**Figure 4:**
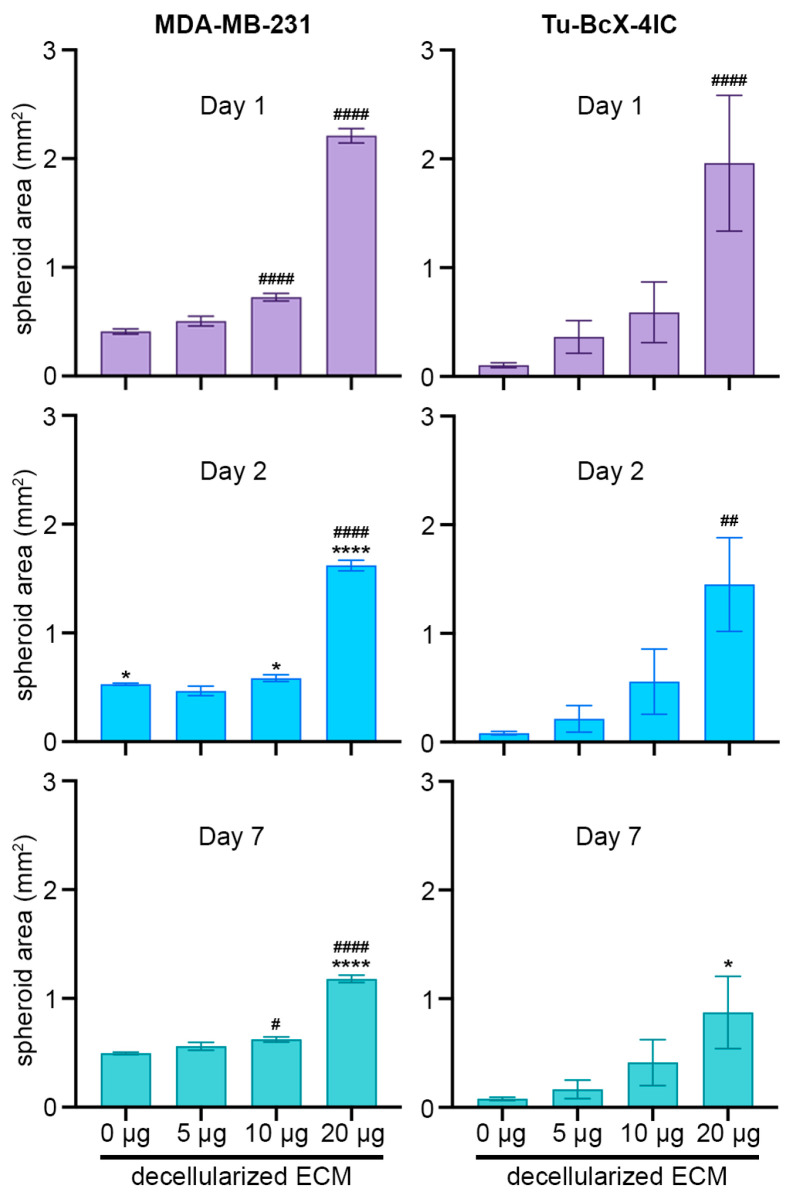
Increasing concentrations of dECM significantly increase TNBC spheroid size. Spheroid formation was evaluated by measuring spheroid area for both TNBC cell lines (2 k/spheroid) and for 0, 5, 10, and 20 µg/mL of dECM. Samples are mean ± SEM from independent biological replicates. Two-way ANOVA with Dunnett’s multiple comparisons was performed. * *p* < 0.05 and **** *p* < 0.0001 for each dECM concentration across the study duration, compared to Day 1 spheroid area. # *p* < 0.05, ## *p* < 0.01, and #### *p* < 0.0001 for each study sampling point (days), compared to 0 µg/mL of dECM.

**Figure 5:**
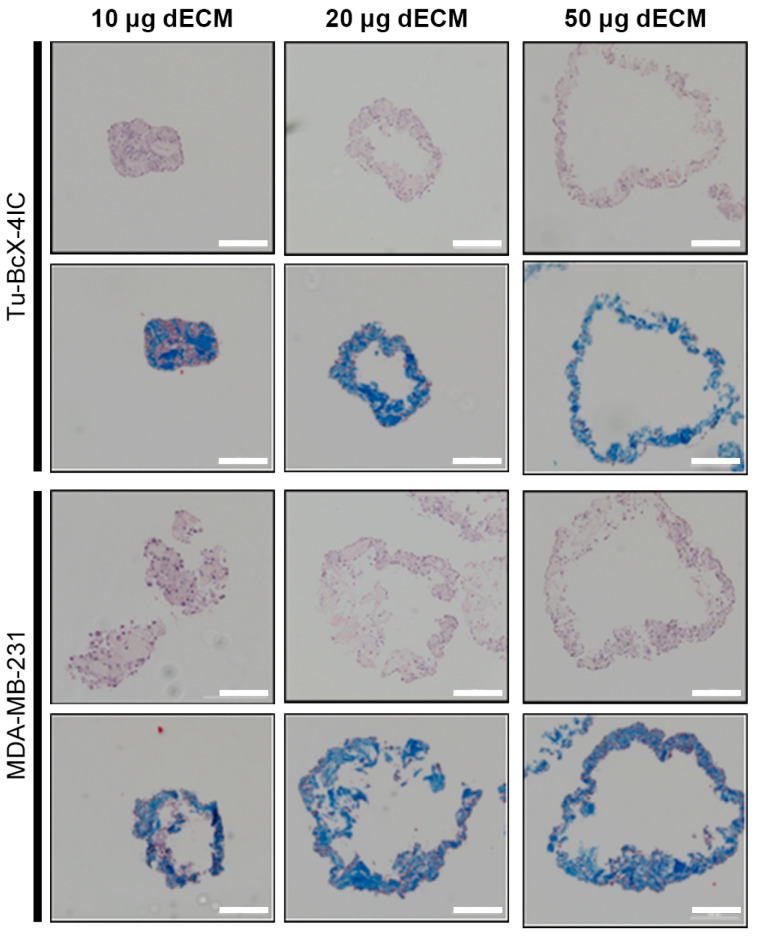
dECM directs cell and ECM organization in a concentration-dependent manner. TNBC spheroids were formed at 2 k cells/spheroid with dECM, centrifuged, and cultured for 7 days. After 7 days, spheroids were washed with PBS, fixed with PFA, washed with PBS, and suspended in OCT compound. Embedded spheroids were sent to the Tulane histology core for cryosectioning and staining (H&E and MTC). Images are representative samples of spheroids evaluated. Scale bar = 300 µm.

**Figure 6:**
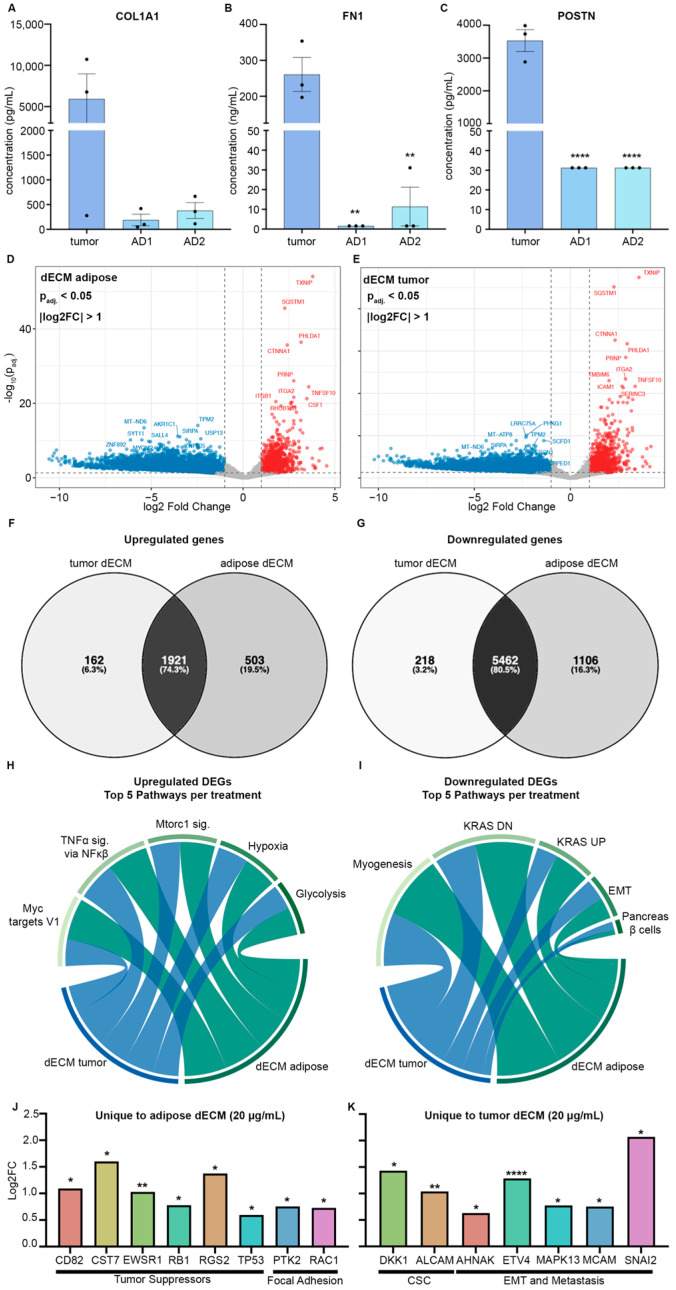
Differences in retained adipose and tumor dECM proteins elicit unique transcriptome expression changes. Quantification of COL1A1 (**A**), FN1 (**B**), and POSTN (**C**) protein expression in decellularized Tu-BcX-4IC PDX and breast adipose tissues (adipose donors (ADs) 1 and 2). All concentrations were normalized to concentration per 1000 µg/mL of protein loaded. Undetected proteins were reported with a value of LOD/2. Volcano plots for adipose (**D**) and PDX (**E**) 20 µg/mL dECM illustrate an induction of similarly significant (*p* < 0.05) up- (red) and downregulated (blue) genes. Venn diagrams depicting the overlapping, significantly upregulated (**F**) and downregulated (**G**) genes between tumor and adipose dECM (20 µg/mL). Chord plots show similar top pathway activations for up (**H**) and down (**I**) regulated genes. Differences in significantly changed genes that are unique to adipose (**J**) and tumor (**K**) dECM indicate differences in activation pathways. Values represent mean ± SEM from three independent biological replicates. * *p* < 0.05, ** *p* < 0.01, and **** *p* < 0.0001.

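Hypoxia targets were prominent among the rising genes at 20 µg/mL, and muscle, neuron and pancreatic beta cell genes among the falling ones. VEGFA went from 172 ± 79.4 TMM-scaled CPM without dECM to 2560 ± 505 with breast tissue dECM (SD, n = 3), a log2 fold change of 3.95 (standard error 0.41, limma adjusted p = 6e-06), and EGLN3, an oxygen-sensing hydroxylase, rose by 2.77. Of 30 tested hypoxia targets 27 were higher with breast tissue dECM and 25 with tumor PDX dECM (27 and 26 adjusted over the list alone), none lower, at camera adjusted p = 0.000217 and 0.000365 (adjusted p = 0.531 and 0.61 with an estimated correlation). After housekeeping scaling 5 and 7 were higher and 2 lower. Of 14 tested muscle genes 12 were lower and 1 higher with either dECM, the same adjusted over the list alone (camera adjusted p = 3.69e-10 and 3.36e-09, and adjusted p = 0.318 and 0.34 with an estimated correlation). MYH6, a cardiac myosin, changed by −3.50 and −2.79. Of 3 tested beta cell genes 3 were lower, also adjusted over the list alone (camera adjusted p = 0.000965 and 0.00157, and adjusted p = 0.318 and 0.34 with an estimated correlation), and of 11 neuron genes 10 were lower, also adjusted over the list alone (camera adjusted p = 1.07e-09 and 3.36e-09, with the same estimated-correlation values). These 3 falling groups fell after RLE, library total and housekeeping scaling as well. Muscle genes summed to 4340 ± 1620 CPM without dECM and 310 ± 99.9 with breast tissue dECM, and to 1330 and 2300 in replicate 2 of the breast tissue and tumor PDX groups at 10 µg/mL, against 243 to 869 in the other 10 dECM libraries.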

## Data Availability

All data are contained within this manuscript and the Supplemental Documents. The RNA sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus, accessible through the GEO Series accession number (In process).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/bioengineering13060712/s1: Table S1. Adipose tissue donor information used for decellularization and spheroid formation; Figure S1. Decellularization reduces lipid and protein while increasing water content; Figure S2. DNA gels confirm removal of DNA from decellularization of adipose tissues; Figure S3. Increasing additions of dECM alter TNBC spheroid shape and size (3 k); Figure S4. Increasing additions of dECM alter TNBC spheroid shape and size (5 k); Figure S5. Increasing concentrations of dECM significantly increase TNBC spheroid size (3 k); Figure S6. Increasing concentrations of dECM significantly increase TNBC spheroid size (5 k); Figure S7. Differences in retained adipose and tumor dECM proteins elicit unique transcriptome expression changes; Table S2. Selected significant (*p* < 0.05) genes of interest log2FC, from RNA-sequencing; File S1. Raw DESeq genes.

## Abbreviations

The following abbreviations are used in this manuscript:

AD	adipose donor
CSC	cancer stem cells
dECM	decellularized ECM
DMEM	Dulbecco’s Modified Eagle Medium
EMT	epithelial to mesenchymal transition
ECM	extracellular matrix
H&E	hematoxylin and eosin
HR+	hormone-positive
IPA	isopropyl alcohol
MTC	Masson’s trichrome
OCT	optimal cutting temperature
PDX	patient-derived xenograft
RFP	red fluorescent protein
3D	three-dimensional
TNBC	triple-negative breast cancer
TME	tumor microenvironment

# Supplementary material for: Toward More Translational Tumor Models: Breast dECM-Based 3D Systems Capture Native Microenvironmental Cues
**Source:** Bioengineering (Basel). 2026 Jun 21;13(6):712. doi: 10.3390/bioengineering13060712
**Supplement:** Supplementary file 1

Supplementary Information

Table S1. Adipose tissue donor information used for decellularization and spheroid formation.

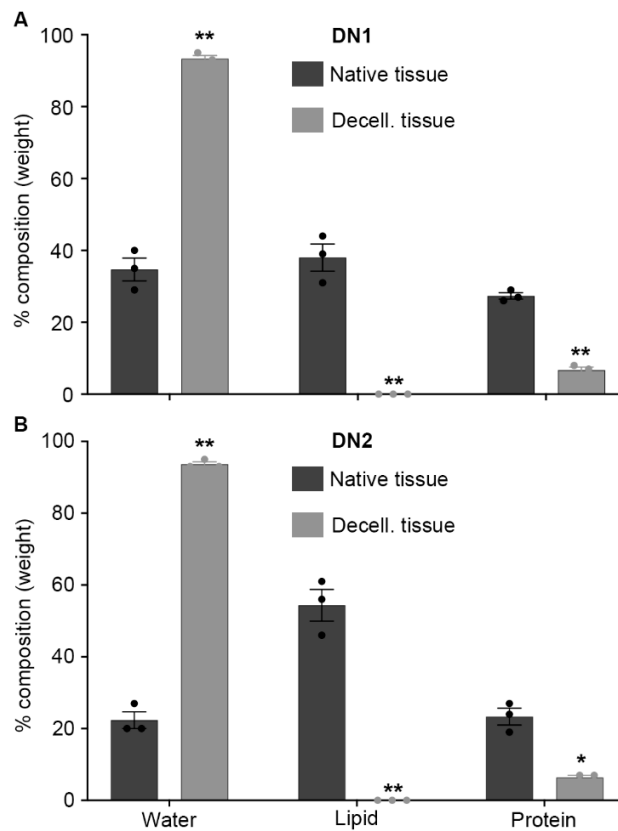

Figure S1. Decellularization reduces lipid and protein while increasing water content. Water, lipid, and protein content were evaluated before (native) and after (decell.) decellularization. Samples are mean $\pm$ SEM from independent biological replicates. Unpaired t-test was performed. *p<0.05 and **p<0.01.

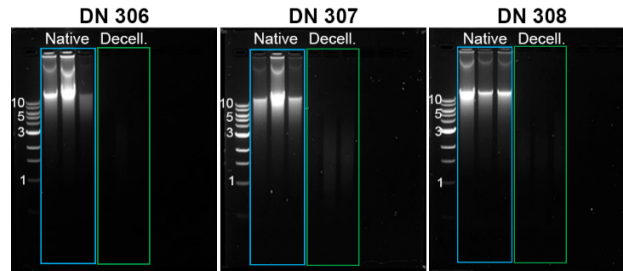

Figure S2. DNA gels confirm removal of DNA from decellularization of adipose tissues.
3,000 cell per spheroid

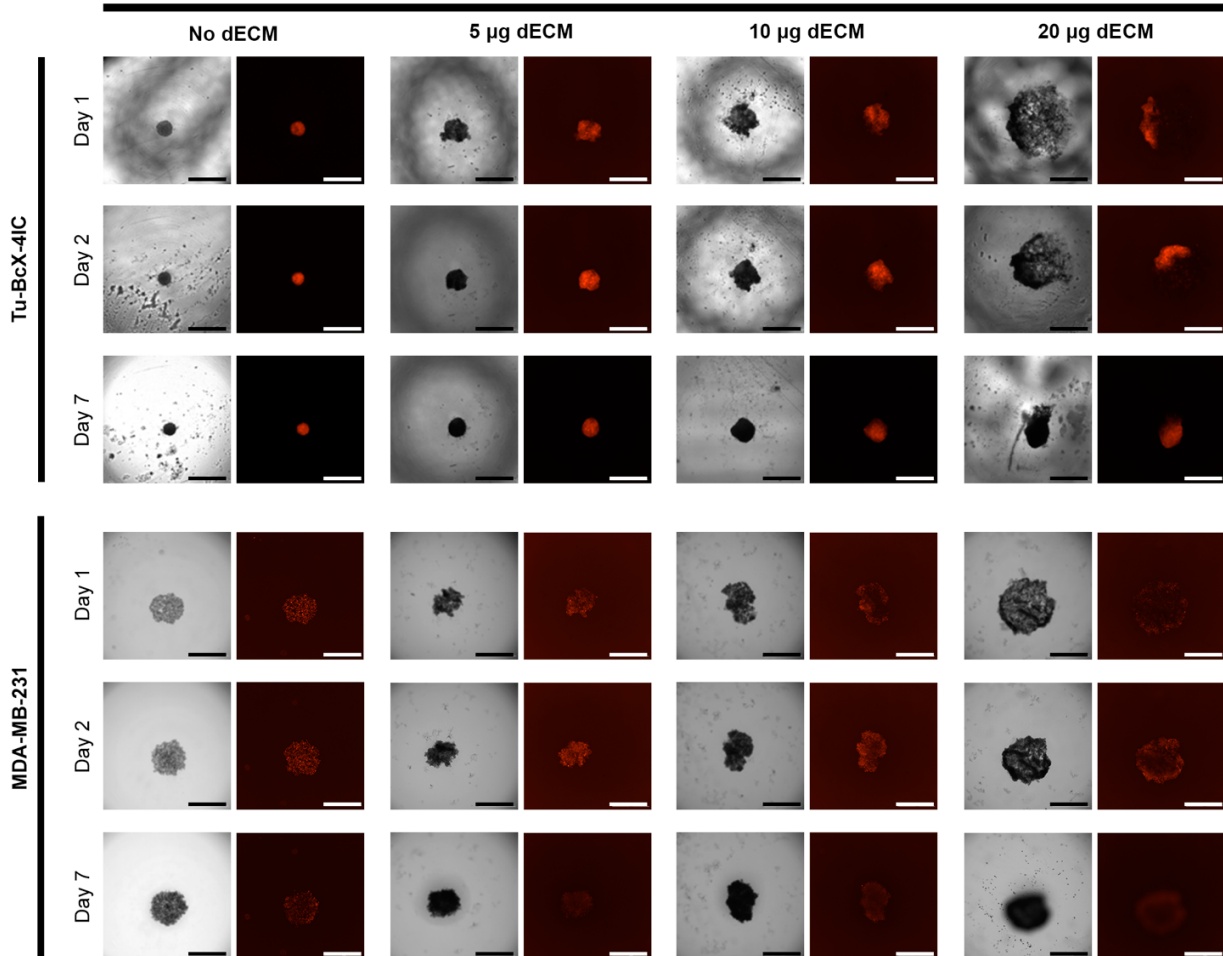

Figure S3. Increasing additions of dECM alters TNBC spheroid shape and size. Spheroids were seeded in U-bottom plates (3,000 cells/well) with increasing concentrations of breast tissue dECM (0, 5, 10, and 20 µg/mL), centrifuged, and incubated. Brightfield and RFP images were acquired at days 1, 2, and 7 post-seeding. Images are representative of samples of spheroids evaluated. Scale bar = 2 mm.

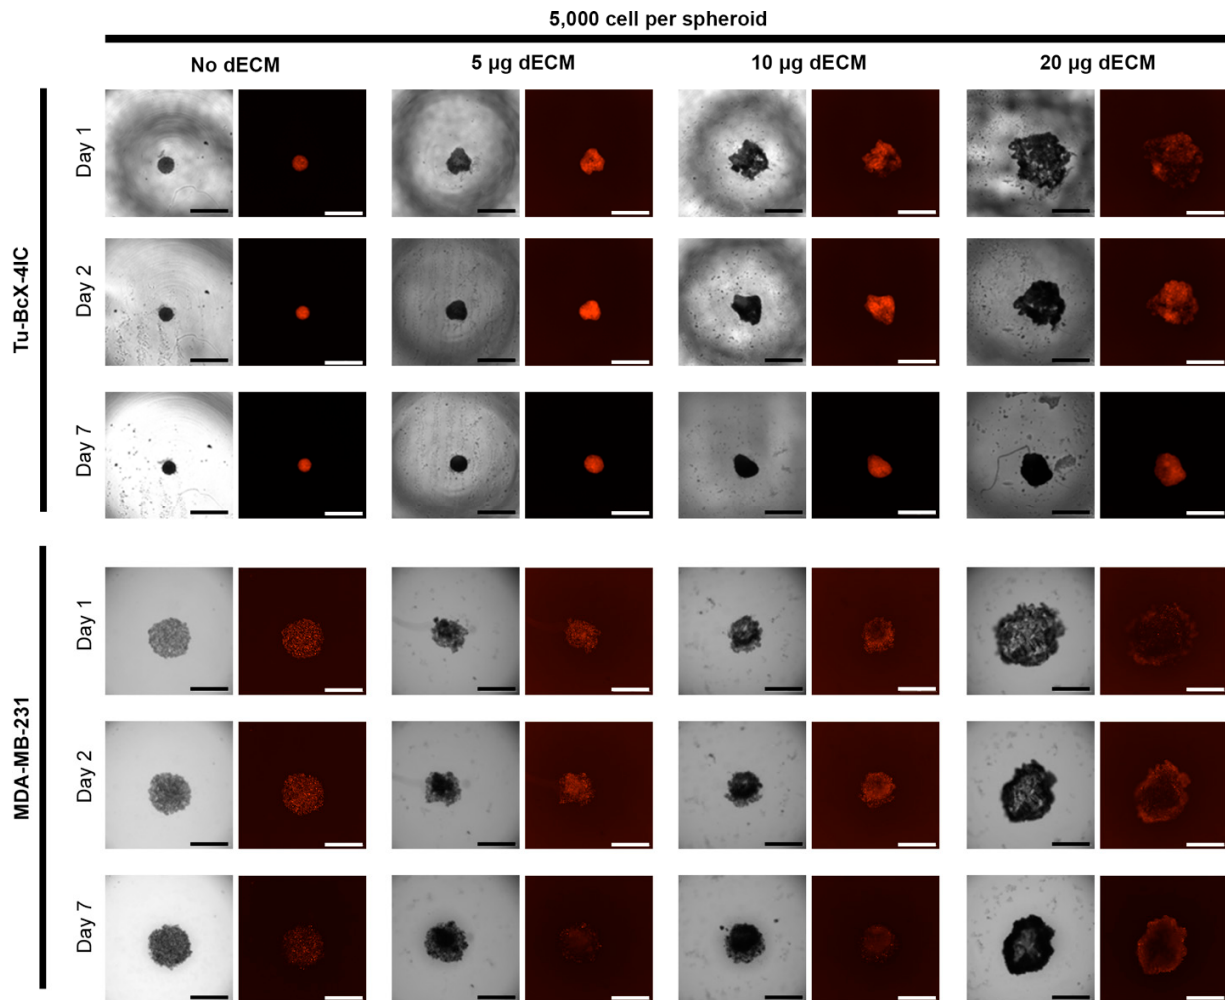

Figure S4. Increasing additions of dECM alters TNBC spheroid shape and size. Spheroids were seeded in U-bottom plates (5,000 cells/well) with increasing concentrations of breast tissue dECM (0, 5, 10, and 20 μ g/mL), centrifuged, and incubated. Brightfield and RFP images were acquired at days 1, 2, and 7 post-seeding. Images are representative of samples of spheroids evaluated. Scale bar = 2 mm.

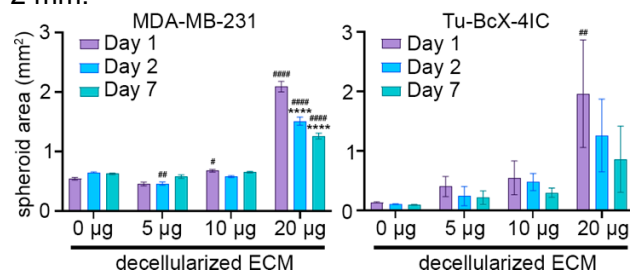

Figure S5. Increasing concentrations of dECM significantly increases TNBC spheroid size. Spheroid formation was evaluated by measuring spheroid area for both TNBC cell lines (3k/spheroid) and for 0, 5, 10, and 20 μ g/mL of dECM. Samples are mean $\pm$ SEM from independent biological replicates. Two-way ANOVA was performed. **** p <0.0001 for each dECM concentration across the study duration, compared to Day 1 spheroid area. # p <0.05, ## p <0.01, and #### p <0.0001 for each study sampling point (days), compared to 0 μ g/mL of dECM.

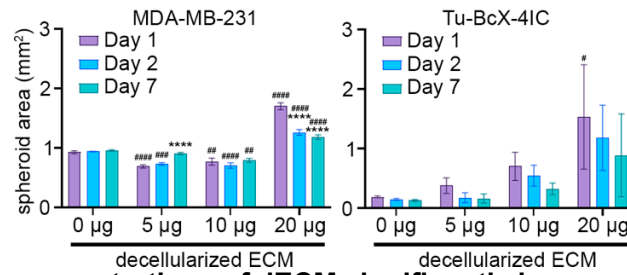

Figure S6. Increasing concentrations of dECM significantly increases TNBC spheroid size.

Spheroid formation was evaluated by measuring spheroid area for both TNBC cell lines (5k/spheroid) and for 0, 5, 10, and 20 µg/mL of dECM. Samples are mean $\pm$ SEM from independent biological replicates. Two-way ANOVA was performed. **** p <0.0001 for each dECM concentration across the study duration, compared to Day 1 spheroid area. # p <0.05, ## p <0.01, ### p <0.001, and ##### p <0.0001 for each study sampling point (days), compared to 0 µg/mL of dECM.

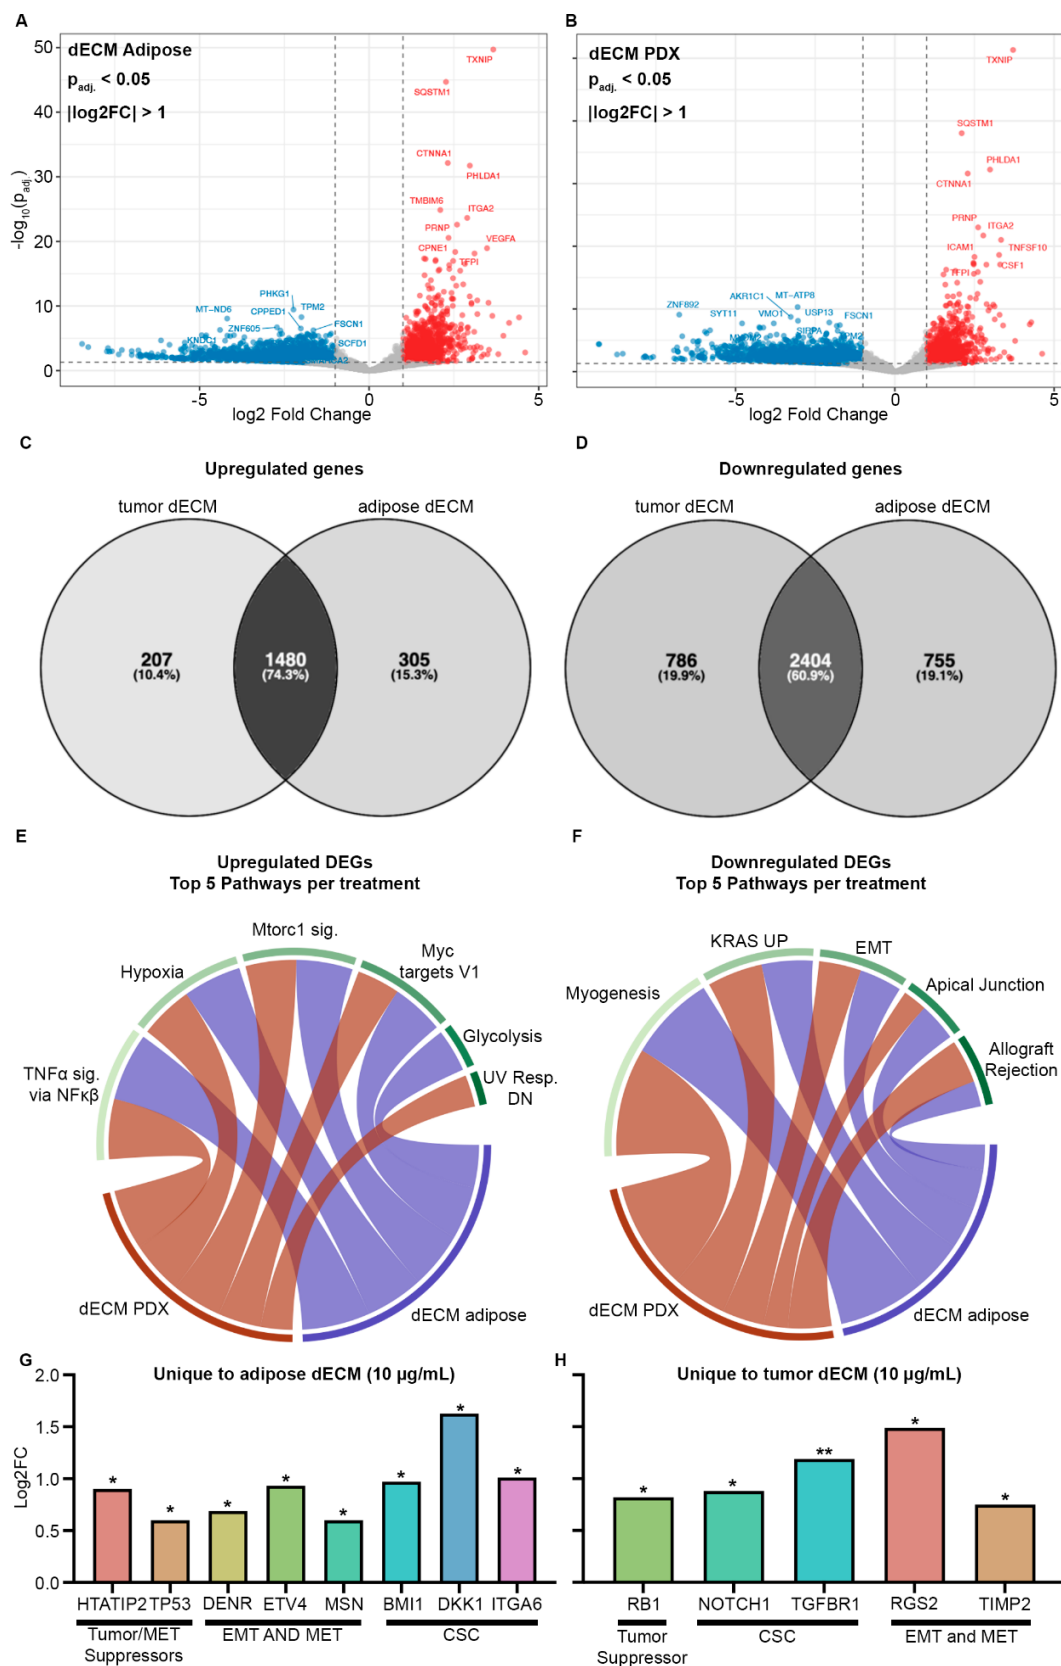

Figure S7. Differences in retained adipose and tumor dECM proteins elicits unique transcriptome expression changes. Volcano plots for adipose (A) and PDX (B) 10 µg/mL dECM illustrate an induction of similarly significant ($p < 0.05$) up and downregulated genes. Venn diagrams depicting the overlapping, significantly upregulated (C) and downregulated (D) genes between tumor and adipose dECM (10 µg/mL). Chord plots show similar top pathway activations for up (E) and down (F) regulated genes. Differences in significantly changed genes that are unique to adipose (G) and tumor (H) dECM indicate differences in activation pathways.

Table S2. Selected significant ($p < 0.05$) genes of interest log2FC, from RNA-sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

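RNA-sequencing values were analysed for 15 libraries of MDA-MB-231 spheroids, 3 replicates in each of 5 groups, grown for 4 days at 2000 cells per spheroid and 1200 spheroids per well. The groups were no dECM and breast tissue or tumor PDX dECM at 10 or 20 µg/mL, and the samples are those of Figure 6 and Figure S7. The sequencing service aligned 3′-end reads of about 90 nt, from the last 400 nt or so of transcripts, with STAR (version 2.7.11) and counted unique molecular identifiers. The genome build is not given in the sources used here. Where coordinates are printed they come from GENCODE v29 on GRCh38.

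The values are CPM, which the authors made before deposit by dividing the count of each gene by the total of its library, with protein-coding genes alone listed (the unit is per the file headers and the paper's methods). They cover 20120 entries, of which 643 have no gene symbol and were left out, and the entries of 28 repeated symbols were summed, leaving 19449 symbols. CPM is not a count, so the count-based test planned for these data was not run, and DESeq2 and edgeR were not used. The most frequent CPM value above 0 in a library was taken as 1 count. This gave library totals of 246905 to 9694327, and 74.5% to 83.3% of the values above 0 in a library were whole multiples of it, within 0.02 of a count. Precision read from these totals covers counting error only.

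CPM were rescaled by TMM (trims of 30% and 5%), log2-transformed with a pseudocount of 4 and tested in R 4.3.3 with limma 3.58.1 (linear model of 5 groups, empirical Bayes with a mean trend, robust) for 9529 genes with a mean of at least 10 TMM-scaled CPM over all 15 libraries, never by a minimum in each library. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, without a fold threshold. Each dECM group was compared with no dECM, tumor PDX with breast tissue dECM at each concentration, 20 with 10 µg/mL of each dECM, and the mean of the 4 dECM groups with no dECM. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 prepared the tables.

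The test was settled in steps. A fit chosen on simulated data gave each library a weight. It was run on the real values under 4 scalings, each with and without the replicate number as a block, and its calls were seen. The weights stopped before converging in every case, with a largest weight of 11.3 to 192.7. The fit was then changed to the unweighted one used here, after those calls were seen but before the unweighted fit had been run on the real values. The weighted calls depended on the setting, for tumor PDX against breast tissue dECM at 20 µg/mL with 0 higher and 1 lower gene after TMM and 2839 higher and 542 lower with library totals and the block.

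The unweighted fit was tested on simulated libraries of the same totals with a dispersion of 0.04 and 200 changed genes. For breast tissue dECM at 20 µg/mL against none it found 90% of 4-fold falls, 36% of 2-fold falls, 66% of 2-fold rises and 100% of 4-fold rises, with 55 false higher and 3 false lower genes. For tumor PDX against breast tissue dECM at 20 µg/mL the fit found 98%, 50%, 44% and 100%, with no false call. Against none, false higher and lower genes were 55 and 1 for tumor PDX dECM at 20 µg/mL. At 10 µg/mL they were 34 and 6 for breast tissue dECM and 66 and 4 for tumor PDX dECM. In each comparison with no dECM, false genes were a larger share of the simulated calls than the adjusted p threshold allows on average. They were mostly higher, the direction of most real calls after TMM. The dispersion was set and not estimated from these libraries, and the noise was independent for each gene. Rates on the real values can therefore differ.

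Gene lists were written from the paper and textbook knowledge, and they, the comparisons, the alternatives and the rule for named genes were chosen before the data were examined. The lists cover adhesion, integrins, focal adhesion, glycolysis, hypoxia, TNF and NF-κB, AKT and mTOR, amino acid stress (ATF4), the unfolded protein response, MYC and ribosome biogenesis, WNT ligands, WNT receptors and effectors, BMP, FGF, JNK and p38, the ERK cascade and its response genes, collagens, mesenchymal, epithelial and stem cell genes, YAP targets, DNA repair, cell cycle, cholesterol synthesis, NRF2 targets, autophagy and lysosome, interferon, mitochondrially encoded and nuclear respiratory genes, ribosomal proteins, housekeeping genes and replication histones. They also cover markers of muscle, neurons, beta cells, liver, germline, adipocytes, fibroblasts, endothelium and immune cells, olfactory receptors, and the genes the paper names or draws. Lists were tested with camera from limma on log2 CPM with a pseudocount of 2 and a preset correlation of 0.01. No list call held with an estimated correlation in any comparison with no dECM. Summed CPM of lists were compared with 2-sided exact permutation tests (3 against 3) and with permutation over 455 splits (12 against 3).

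Named genes are every gene the paper names in section 3.5, Figure 6 and Figure S7, the 6 largest rises and falls in each comparison with no dECM and the 5 largest in each other comparison (adjusted p under 0.05, a mean of at least 50 reads and no overlap between the groups), and up to 4 members with the smallest p of each list described. The paper's supplementary gene table, which gives part of the genes with their group means and the counts of called genes, and Figures 6 and S7 had been seen when the rule was written. Genes named outside it are marked as named after their values were seen. Some genes and lists that it covers are not reported here.

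The labels give each group replicates 1 to 3, with no date or round. The paper's methods report 3 independent experiments and do not say which libraries share one. Over all groups the numbers were not taken as pairs, since not every pair of same-numbered libraries had deviations from their group means that correlated above 0.1 (23 of 30 did, in a range of −0.17 to 0.85). All 3 pairs did for tumor PDX against breast tissue dECM at 20 µg/mL (0.16 to 0.66) and at 10 µg/mL (0.45 to 0.85) and for breast tissue dECM at 20 against 10 µg/mL (0.47 to 0.69), and 2 of 3 did for tumor PDX dECM at 20 against 10 µg/mL. The column headers of the tumor PDX 20 µg/mL group give other numbers than its sample labels, which were used.

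The alternatives tried were RLE scaling, library totals alone, no filter on low values, a stricter filter (a mean of at least 50 reads), only the groups compared, libraries thinned to the smallest total, a threshold of 1 on the absolute log2 fold change, the replicate number as a block, and each library left out in turn. Scaling to housekeeping genes, pseudocounts of 1 and 16, the fit without replicate 2 of both 10 µg/mL groups, the weighted fit and the replicate block in fits of the dECM libraries alone or of 2 dECM groups alone were added after seeing the data. The housekeeping list shares GAPDH and PGK1 with the glycolysis list, SDHA with the nuclear respiratory list and RPLP0 with the ribosomal protein list. The protein, imaging and growth measurements of the paper were not analysed here.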

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

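Of the tests below, those on reads from genes the cells do not express, on the scaling and on cell cycle genes were chosen after the result was seen, and the test on read totals and the splits of the samples were not. Targets of YAP and TEAD, genes the paper does not analyse as a group, stood above their level without dECM. Over the 4 dECM groups together 17 of 21 tested targets were higher and none lower in limma, with a median log2 fold change of 1.39 (camera adjusted p = 0.0132, and adjusted p = 0.493 with an estimated correlation), where 7 were higher and 2 lower after housekeeping scaling.

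Genes lower with dECM in all 4 comparisons numbered 763, and they included genes of muscle, neurons and olfactory receptors beside COL1A2 and BRCA1. Lower read totals in the control libraries alone are argued against, since 72.5% of the 763 (553 genes) were still lower in all 4 comparisons with every library thinned to the smallest total. Reads spread over genes the cells do not express are a candidate explanation, because 86.2% of the 763 stood above both other libraries of their group in the 2 dECM libraries with the most olfactory receptor reads, against 21.2% of all tested genes, 4.6% of the genes higher in all 4 and 11.1% by chance. The libraries without dECM had the highest olfactory receptor sums and the largest share outside the listed genes. A biological effect of dECM on these genes stays open, as dECM and library make-up go together in this design.

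More genes were higher than lower with dECM after TMM, at 80.9% of 6846 calls over any dECM against none. Whether the scaling of the libraries sets this balance cannot be told from these values. The higher share was 61.6% after RLE scaling, 70.2% with library totals alone and 10.7% after housekeeping scaling, and the last follows from the rise of the housekeeping genes themselves, 17 of 20 of which were higher after TMM. In all 4 scalings 538 genes were higher, and every gene lower after TMM was lower in the other scalings too. Read depth bears on the balance as well. With libraries thinned to the smallest total, 1251 genes were shared higher and 1036 shared lower at 20 µg/mL, against 4741 and 1078 without thinning. The median log2 fold change over any dECM went from 0.82 to 0.18. TMM was redone after thinning, so this does not part depth from scaling. Libraries simulated with the same totals gave 55 false higher and 3 false lower genes for breast tissue dECM at 20 µg/mL against none. These are far fewer than the 5451 genes called higher there on the real values. A rise in total RNA per cell with dECM stays open, as no value here measures it.

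Cell cycle genes, taken over housekeeping genes, were lowest in replicate 2 in 4 of 4 dECM groups by the sample labels, with ratios of 0.0259 to 0.0390 in replicate 2 and 0.0478 to 0.0847 in the other dECM libraries. In the tumor PDX 20 µg/mL group, with ratios of 0.0613, 0.0362 and 0.0614, the column headers give other numbers than the labels (3, 2 and 2), and the other 3 groups have the pattern without it. Reads spread over genes the cells do not express are argued against as the whole cause, since in those groups they would lower both kinds of gene alike. A difference in growth between culture rounds was not tested, since the labels give replicate numbers and no dates, and replicate 2 without dECM had the highest ratio of its group (0.078, against 0.0709 and 0.0597), the other way round from the dECM groups.

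Other splits of the samples were counted for each comparison. For any dECM against none, 1 of 100 splits of the libraries, the real one, gave as many calls (7018 genes in a fit of 12 libraries against 3, where the fit of 5 groups gave 6846, and 1675 in the highest other), a share under 0.05. The 3 libraries without dECM also had the lowest read totals and the highest olfactory receptor sums, so the splits cannot tell dECM from library make-up. That highest other split set replicate 2 of the no dECM, breast tissue 10 µg/mL and tumor PDX 10 µg/mL groups apart. For each comparison of a dECM group with no dECM the splits are 10, too few for a share under 0.05, and the real calls were 6647 and 6020 with breast tissue and tumor PDX dECM at 20 µg/mL and 5165 and 5239 at 10 µg/mL, with 0 in the highest other split. For tumor PDX against breast tissue dECM at 20 µg/mL and for 20 against 10 µg/mL of each dECM the splits are again too few, with 0 calls in the real and in the highest other split. For tumor PDX against breast tissue dECM at 10 µg/mL the real split gave 0 and the highest other 1886, in 10 splits. That other split grouped replicates 1 and 2 of breast tissue dECM with replicate 2 of tumor PDX dECM, which points to a structure of the samples. With the replicate number as a block and 2 dECM groups in the fit, chosen after seeing the data, the splits that part all 3 pairs are 4, too few for a share under 0.05. For breast tissue dECM at 20 against 10 µg/mL the real one gave 736 calls and the highest other 37, for tumor PDX against breast tissue dECM at 20 µg/mL 1 and 0, and at 10 µg/mL 0 and 0.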

How the results depend on the processing

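The count-based DESeq2 test planned as an alternative was not run, because the values are CPM. Housekeeping scaling, the pseudocounts, the fit without 2 libraries, the weighted fit and the block in fits of dECM libraries alone were chosen after seeing the data, and the weighted fit was the first one run. Counts not named here stayed within 1.5-fold of those reported under the alternatives run, apart from weighted fits with another scaling or the block, of which only the comparisons between dECM groups are given. Of the values of single genes and list shares under the alternatives set beforehand, 4359 held. Of the others 46 lost their side of the threshold and 4 gained it, all 4 of them RAD1, and none reversed. A gene held if it kept its side of the threshold. A list share held if its difference stayed within the larger group SD of the reported one. Leaving out a library of a group not compared cannot move a list share, so part of the values that held was fixed beforehand. Of the single-gene values under the alternatives chosen later, 816 kept their side of the threshold, 42 lost it, 2 gained it and 20 reversed, all of these changes after housekeeping scaling. Calls rest on the scaling, on the filter and on depth, and the cause was not tested unless the alternative removes genes (the filters) or reads (thinning).

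After RLE scaling the higher and lower genes were 2996 and 1886 for breast tissue dECM at 20 µg/mL, 2689 and 1803 for tumor PDX dECM at 20 µg/mL, 2413 and 1730 for breast tissue dECM at 10 µg/mL, 2212 and 1503 for tumor PDX dECM at 10 µg/mL, and 3383 and 2110 for any dECM. Shared genes were 2468 higher and 1703 lower at 20 µg/mL and 2004 and 1434 at 10 µg/mL. Breast tissue dECM alone had 183 lower at 20 µg/mL and 409 higher and 296 lower at 10 µg/mL, and tumor PDX dECM alone had 221 and 208 higher. Gene lists called higher were 13 for breast tissue dECM at 20 µg/mL and 14 for any dECM.

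With library totals alone, the higher genes were 3340 for breast tissue dECM at 20 µg/mL and 2848 for tumor PDX dECM at 10 µg/mL, and the shared higher genes at 20 µg/mL were 3063. Breast tissue dECM alone had 277 higher and 277 lower at 20 µg/mL and 485 higher at 10 µg/mL. Tumor PDX dECM alone had 504 higher and 39 lower at 20 µg/mL and 195 higher at 10 µg/mL. Gene lists higher with breast tissue dECM at 20 µg/mL were 11.

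With no filter, the lower genes were 6137 and 6004 for breast tissue and tumor PDX dECM at 20 µg/mL, 4966 and 4657 at 10 µg/mL and 6662 for any dECM. Shared lower genes were 5738 at 20 and 4216 at 10 µg/mL, those of breast tissue dECM alone 399 and 750, and those of tumor PDX dECM alone 266 and 441. Gene lists higher were 23 and 24 at 20 µg/mL, 23 and 24 at 10 µg/mL and 24 for any dECM.

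With the stricter filter, lower genes were 263 and 262 for breast tissue and tumor PDX dECM at 20 µg/mL, 214 and 141 at 10 µg/mL and 318 for any dECM. Shared lower genes were 216 and 127, those of breast tissue dECM alone 47 and 87, and those of tumor PDX dECM alone 46 and 14, at 20 and 10 µg/mL. Gene lists higher with tumor PDX dECM at 20 µg/mL were 6, and lists lower were 5 with either dECM at 20 µg/mL and 5 for any dECM.

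Thinned to the smallest total, higher genes were 1652 and 1501 for breast tissue and tumor PDX dECM at 20 µg/mL, 1405 and 1206 at 10 µg/mL and 2113 for any dECM. Shared higher genes were 1251 and 1036 at 20 and 10 µg/mL. Breast tissue dECM alone had 401 higher and 344 lower at 20 µg/mL and 313 lower at 10 µg/mL, and tumor PDX dECM alone 250 higher and 183 lower at 20 µg/mL and 170 higher and 190 lower at 10 µg/mL. Gene lists higher were 13 for breast tissue dECM at 20 µg/mL and 16 for any dECM.

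With only the groups compared in the fit, tumor PDX dECM alone had 47 lower at 20 µg/mL and 271 higher and 29 lower at 10 µg/mL, and breast tissue dECM alone 581 higher at 10 µg/mL. With an estimated correlation 0 gene lists were higher and 0 lower in each comparison with no dECM.

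After housekeeping scaling the higher and lower genes were 257 and 3981 for breast tissue dECM at 20 µg/mL, 329 and 3368 for tumor PDX dECM at 20 µg/mL, 386 and 3424 for breast tissue dECM at 10 µg/mL, 307 and 3224 for tumor PDX dECM at 10 µg/mL and 538 and 4472 for any dECM. Shared genes were 220 higher and 3275 lower at 20 µg/mL and 274 and 2954 at 10 µg/mL. Breast tissue dECM alone had 37 higher and 706 lower at 20 µg/mL and 112 higher and 470 lower at 10 µg/mL, and tumor PDX dECM alone 33 higher and 270 lower at 10 µg/mL. Without the 2 libraries, tumor PDX dECM at 10 µg/mL had 1276 lower genes and 1223 were shared lower at 10 µg/mL. Some single genes that were higher after TMM had log2 fold changes under 0 after housekeeping scaling. Those given here are limited to genes the study names or draws, each in the comparison for which it does so, or that are among the largest changes there. With breast tissue dECM at 20 µg/mL these were CD82 (−0.06), EWSR1 (−0.08), RB1 (−0.20), PTK2 (−0.40), RAC1 (−0.48), CD44 (−0.07), ITGA3 (−0.42), ILK (−0.15), PAK2 (−0.25), VCL (−0.13) and RELA (−0.20). With tumor PDX dECM at 20 µg/mL they were AHNAK (−0.36), MAPK13 (−0.16), MCAM (−0.18) and PAK2 (−0.01). At 10 µg/mL they were DENR (−0.22), ETV4 (−0.01) and MSN (−0.37) with breast tissue dECM and NOTCH1 (−0.03) and TIMP2 (−0.19) with tumor PDX dECM. With weights, tumor PDX against breast tissue dECM at 20 µg/mL had 1 lower gene, breast tissue dECM at 20 against 10 µg/mL had 868 higher and 146 lower, and tumor PDX dECM alone 925 higher at 10 µg/mL.

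Weighted fits with another scaling or the replicate number as a block, none of which converged, gave these higher and lower genes. For tumor PDX against breast tissue dECM at 20 µg/mL they were 512 and 1441 after TMM with the block, 6 and 8 after RLE scaling (35 and 65 with the block), 1211 and 133 with library totals (2839 and 542 with the block) and 105 and 11 after housekeeping scaling (1703 and 107 with the block). The same comparison at 10 µg/mL had 5 and 0 after TMM with the block and 5 and 3 after housekeeping scaling. For breast tissue dECM at 20 against 10 µg/mL they were 638 and 83 after TMM with the block, and with the block 77 and 71 for library totals and 95 and 330 for housekeeping scaling. For tumor PDX dECM at 20 against 10 µg/mL they were 6 and 7 after TMM with the block, 0 and 2 after RLE scaling with the block, 1 and 2 with library totals and the block and 29 and 8 after housekeeping scaling. The others gave 0.

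Of 15 libraries 8 correlated best with one of their own replicate number, a hint from the data and not the design. With the replicate number as a block, higher and lower genes were 5875 and 1307 for breast tissue dECM and 5437 and 1283 for tumor PDX dECM at 20 µg/mL, 4849 and 1183 and 5136 and 1037 at 10 µg/mL, and 0 between the dECM types and between the concentrations. In fits chosen after seeing the data, the 12 dECM libraries with the block gave 0 in these 4 comparisons, with 433 and 239 genes at an unadjusted p under 0.05 for tumor PDX against breast tissue dECM at 20 and 10 µg/mL and 1332 and 271 for 20 against 10 µg/mL of breast tissue and tumor PDX dECM. With the block and only the 2 groups compared, breast tissue dECM at 20 against 10 µg/mL had 663 higher and 73 lower genes, tumor PDX against breast tissue dECM at 20 µg/mL had 0 higher and 1 lower, and the other 2 comparisons 0. No other count moved in these fits, and gene lists were not tested in them. The numbers are those of the sample labels, and fits with the tumor PDX 20 µg/mL group rest on them.

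With each library left out in turn, the lower genes at 10 µg/mL ran from 439 to 1277 for breast tissue dECM and from 297 to 1189 for tumor PDX dECM, and those shared from 292 to 1032. At 20 µg/mL, breast tissue dECM alone ran from 259 to 1504 higher and 35 to 245 lower, and tumor PDX dECM alone from 71 to 398 higher and 27 to 137 lower. At 10 µg/mL these were 78 to 1164, 25 to 654, 95 to 1354 and 5 to 471.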

Differences from the paper's values

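Counts in the paper are set at an adjusted p under 0.05 with DESeq2, and those here at the same threshold with limma on CPM. The values here were also scaled by TMM and filtered at a mean of 10 CPM. The paper's methods name DESeq2 and do not state which scaling or filter it applied. The 2 sets of counts therefore differ in test, and they can differ in scaling and filter at once. At 20 µg/mL the paper's shared higher genes are 1921, against 4741 here, and among the alternatives set before the data were examined RLE scaling brings them within 1.5-fold of the paper's (2468) and the others do not. The paper's shared lower genes are 5462, against 1078 here, and no filter (5738) brings them within 1.5-fold and the others do not. Those lower with tumor PDX dECM alone are 218 in the paper and 75 here, within 1.5-fold with no filter (266) and with thinned libraries (183) and not with the others. Those lower with breast tissue dECM alone are 1106 in the paper and 118 here, and no alternative closes this.

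The paper's total for tumor PDX dECM alone is 380, against 201 here. RLE scaling (321), library totals alone (543), no filter (435), thinned libraries (433) and leaving out breast tissue dECM 20 replicate 1 (500), 2 (442) or 3 (535) bring it within 1.5-fold and the others set before the data were examined do not. For breast tissue dECM alone the paper's total is 1609, against 828 here, within 1.5-fold with no filter (1215) and without tumor PDX dECM 20 replicate 1 (1749) or 3 (1363), and not with the others.

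At 10 µg/mL, Fig. S7C and S7D, read by eye, give about 1500 shared higher genes in the paper, against 3933 here, within 1.5-fold after RLE scaling (2004) and thinning (1036) and not with the others set before the data were examined. The paper's shared lower genes are about 2400 in Fig. S7D, against 773 here, which none of those alternatives closes, while housekeeping scaling, chosen after seeing the values, gives 2954, leaves 274 shared higher genes and drops all 26 calls compared here of genes drawn in Fig. 6J, Fig. 6K, Fig. S7G and Fig. S7H. Higher with tumor PDX dECM alone are about 210 in Fig. S7C and 473 here, within 1.5-fold after RLE scaling (208), with library totals alone (195), with only the groups compared (271) and thinned (170), and not with the others. Lower with tumor PDX dECM alone are about 790 in Fig. S7D and 60 here, closed by no alternative. Lower with breast tissue dECM alone are about 760 in Fig. S7D and 191 here, within 1.5-fold with no filter (750) and without tumor PDX dECM 10 replicate 1 (654) or 3 (652), and not with the others.

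The paper's supplement counts 1788 higher and 3162 lower genes with breast tissue dECM at 10 µg/mL, against 4201 and 964 here. RLE scaling (2413) and thinning (1405) bring the higher count within 1.5-fold, none set before the data were examined does so for the lower count, and housekeeping scaling, chosen after seeing the values and dropping the same 26 calls, gives 3424 lower while leaving 386 higher. With breast tissue dECM at 20 µg/mL the paper's supplement counts 2427 higher and 6580 lower, against 5451 and 1196 here. RLE scaling (2996), library totals alone (3340) and thinning (1652) reach the higher count and no filter (6137) the lower. With tumor PDX dECM at 10 µg/mL it counts 1689 higher and 3192 lower, against 4406 and 833 here. RLE scaling (2212) and thinning (1206) reach the higher count and no filter (4657) the lower, and housekeeping scaling, chosen after seeing the values and dropping the same 26 calls, gives 3224 lower while leaving 307 higher. No other alternative reaches these counts.

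Fold changes drawn in the paper's figures, read by eye, were smaller than those here, both on the log2 scale. In Fig. 6J (breast tissue dECM at 20 µg/mL) the paper's CD82 is about 1.1 against 1.86 here, CST7 about 1.6 against 2.25, EWSR1 about 1 against 1.78 and RB1 about 0.8 against 1.53. In Fig. 6J RGS2 is about 1.4 in the paper against 1.78 here, PTK2 about 0.75 against 1.42 and RAC1 about 0.7 against 1.48. In Fig. 6K (tumor PDX dECM at 20 µg/mL) the paper's ALCAM is about 1 against 1.73 here, AHNAK about 0.6 against 1.25, ETV4 about 1.3 against 1.83, MAPK13 about 0.75 against 1.38 and MCAM about 0.75 against 1.39. In Fig. S7G (breast tissue dECM at 10 µg/mL) the paper's HTATIP2 is about 0.9 against 1.44 here, DENR about 0.7 against 1.27 and ETV4 about 0.9 against 1.42. In Fig. S7G MSN is about 0.6 in the paper against 1.15 here, BMI1 about 0.97 against 1.5 and ITGA6 about 1 against 1.54. In Fig. S7H (tumor PDX dECM at 10 µg/mL) the paper's RB1 is about 0.8 against 1.46 here, NOTCH1 about 0.87 against 1.36, TGFBR1 about 1.2 against 1.83 and TIMP2 about 0.75 against 1.37.

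After RLE scaling each of these fold changes lies within its standard error of the paper's value, and with thinned libraries each does apart from PTK2. RLE scaling drops 3 and thinning 13 of the 26 drawn calls compared. With library totals alone those of Fig. 6J do, with ETV4 of Fig. 6K, HTATIP2, ETV4, MSN, BMI1 and ITGA6 of Fig. S7G, and NOTCH1, TGFBR1 and TIMP2 of Fig. S7H, and the others do not. Leaving out single libraries closes the gap for CST7 (no dECM replicate 2), RGS2 (no dECM replicate 3 or breast tissue dECM 20 replicate 3), ITGA6 (no dECM replicate 2, or breast tissue dECM 10 replicate 1 or 3), TGFBR1 (no dECM replicate 3) and TIMP2 (no dECM replicate 1 or tumor PDX dECM 10 replicate 1). The other alternatives set before the data were examined close none. A pseudocount of 16, chosen after seeing the values, closes it for CST7 (1.61), ETV4 in Fig. 6K (1.5), HTATIP2 (1.05), BMI1 (1.1), ITGA6 (1.2) and NOTCH1 (0.98), and drops 0 of the 26 drawn calls.

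The paper describes RAD1 as lower with either dECM. Here RAD1 had −0.31 (adjusted p = 0.34) and −0.38 (adjusted p = 0.25) in limma with breast tissue and tumor PDX dECM at 20 µg/mL and was called lower there after RLE, library total and housekeeping scaling. With 10 µg/mL it had −0.15 and −0.13 and was called lower after housekeeping scaling and not after RLE scaling (adjusted p = 0.06 and 0.061) or with library totals (adjusted p = 0.15 and 0.13). BRCA1 was lower as the paper states. The paper lists ACTN2 among elevated adhesion genes, and here it fell by 2.48 with breast tissue dECM, while the other 18 genes of that list rose. COL3A1 and COL5A2, which the paper names as lower, are called lower here with no filter only, and COL1A2 is lower with it. The paper describes JNK and p38 kinases as lower, and here 3 of the 6 JNK and p38 kinases tested were higher and 1 lower with either dECM at 20 µg/mL, with 0 higher and 2 lower after housekeeping scaling. With their activators 8 of 12 were higher and 2 lower with breast tissue dECM at 20 µg/mL, with 0 higher and 3 lower after housekeeping scaling. The paper describes BMP genes as lower, and here 7 of 11 were higher and 1 lower, with 6 higher and 11 lower with no filter. With breast tissue dECM at 20 µg/mL, 5451 of all 9529 tested genes were higher after TMM. The BMP list lay 0.08 above the median of all genes, and the JNK and p38 list with activators 0.26. The higher counts of these lists thus stayed near the general shift. The paper describes the mTOR pathway as enriched among higher genes, and here 11 of 27 were higher and 3 lower, with no camera call (adjusted p = 0.552). Genes the paper draws as unique to tumor PDX or breast tissue dECM were higher with both here, and none differed between the dECM in limma (adjusted p = 1).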

Other observations

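Most cholesterol synthesis genes were higher with breast tissue dECM at 20 µg/mL, without a camera call. IDI1, an enzyme of isoprenoid synthesis, had a log2 fold change of 3.24 (standard error 0.29, limma adjusted p = 2.3e-06) with breast tissue dECM at 20 µg/mL, and MSMO1, CYP51A1 and FDFT1, enzymes of the sterol branch, had 2.89, 2.35 and 2.35 (n = 3 libraries against 3). Of 23 tested genes 17 were higher and none lower (18 adjusted over the list alone, camera adjusted p = 0.0514, and adjusted p = 0.524 with an estimated correlation), and after housekeeping scaling 1 was higher and 6 lower. With tumor PDX dECM 15 were higher at 20 µg/mL (camera adjusted p = 0.0271, and adjusted p = 0.483 with an estimated correlation) and 12 at 10 µg/mL (camera adjusted p = 0.0432, and adjusted p = 0.52), and with breast tissue dECM 10 at 10 µg/mL (camera adjusted p = 0.0901). Among YAP and TEAD targets with breast tissue dECM at 20 µg/mL, NT5E, an ectonucleotidase, rose by 2.84 and FJX1, a secreted regulator of the Hippo pathway, by 2.09, and 17 of 21 targets were higher (17 adjusted over the list alone, camera adjusted p = 0.0203, and adjusted p = 0.524 with an estimated correlation), against 3 higher and 2 lower after housekeeping scaling. Endoplasmic reticulum chaperones and the unfolded protein response had 16 higher and 1 lower of 22 (the same adjusted over the list alone, camera adjusted p = 0.0699, and adjusted p = 0.656 with an estimated correlation), and none higher and 7 lower after housekeeping scaling.

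Transcripts of the mitochondrial genome and nuclear respiratory genes were counted apart, and the difference between the 2 lists was not tested. With breast tissue dECM at 20 µg/mL, 3 of 13 mitochondrial transcripts were lower and none higher (2 lower adjusted over the list alone, camera adjusted p = 0.00302, and adjusted p = 0.524 with an estimated correlation), while 22 of 32 nuclear respiratory genes were higher and none lower (22 adjusted over the list alone, camera adjusted p = 0.335), which housekeeping scaling turned to 1 higher and 14 lower. Summed mitochondrial transcripts took 31100 ± 13500 CPM without dECM and 20600 ± 4370 with breast tissue dECM, which overlapped (SD, n = 3, 2-sided exact permutation p = 0.3). Ribosomal protein genes were higher in 55 of 72 (58 adjusted over the list alone, camera adjusted p = 0.134), and after housekeeping scaling none was higher and 4 were lower. Between tumor PDX and breast tissue dECM at 20 µg/mL their median difference was −0.55 (camera adjusted p = 6.54e-09, and adjusted p = 0.971 with an estimated correlation), with none called singly.

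The other lists are given for breast tissue dECM at 20 µg/mL against none, as genes higher and lower after TMM and then after housekeeping scaling. Autophagy and lysosome genes had 19 and 2 of 28, then 2 and 8. MYC and ribosome biogenesis genes had 20 and 1 of 27, then 0 and 9. Amino acid stress genes had 12 and 2 of 23, then 1 and 11, and NRF2 targets 11 and 4 of 20, then 0 and 10. Focal adhesion genes had 19 and 3 of 25, then 0 and 10. Epithelial genes had 6 and 2 of 15, then 0 and 7, and interferon genes 6 and 5 of 17, then 3 and 11. Cell cycle genes had 9 and 0 of 30 (1 adjusted over the list alone), then 0 and 12. Housekeeping genes had 17 and 0 of 20, then 5 and 6, and replication histones 5 and 1 of 7, then 1 and 1. The genes labelled in the paper's volcano plots, a list chosen by the study on these samples, had 15 and 13 of 28, then 12 and 13. Adjusted over the list alone the higher genes were 20 for focal adhesion and 18 for housekeeping genes, and the other lists kept the counts given after TMM apart from the cell cycle list. Camera called none of these lists (adjusted p from 0.0526 for housekeeping genes to 0.779 for cell cycle genes).

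Among markers of other cell types, immune genes had 1 higher and 7 lower of 9 tested with breast tissue dECM at 20 µg/mL, and none and 8 after housekeeping scaling (camera adjusted p = 5.12e-06, and adjusted p = 0.318 with an estimated correlation), fibroblast genes 0 and 2 of 2 (camera adjusted p = 0.00449, and adjusted p = 0.318 with an estimated correlation), both of them collagen I chains that are also in the collagen list, and adipocyte genes 1 and 3 of 5, then none and 3 (camera adjusted p = 0.0844). Of 2 tested endothelial genes ESAM was higher and ROBO4 did not pass, and after housekeeping scaling ESAM was higher and ROBO4 lower. The 1 tested liver gene, SERPINA1, was higher and became lower after housekeeping scaling. No germline gene passed the filter, and with none applied 1 was higher and 9 lower of 19. Summed germline genes took 101 ± 28.1 CPM without dECM and 11.4 ± 1.11 with tumor PDX dECM at 20 µg/mL (SD, n = 3).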
